# Integrated analysis of DNA methylation and gene expression reveals specific signaling pathways associated with platinum resistance in ovarian cancer

**DOI:** 10.1186/1755-8794-2-34

**Published:** 2009-06-08

**Authors:** Meng Li, Curt Balch, John S Montgomery, Mikyoung Jeong, Jae Hoon Chung, Pearlly Yan, Tim HM Huang, Sun Kim, Kenneth P Nephew

## Abstract

**Background:**

Cisplatin and carboplatin are the primary first-line therapies for the treatment of ovarian cancer. However, resistance to these platinum-based drugs occurs in the large majority of initially responsive tumors, resulting in fully chemoresistant, fatal disease. Although the precise mechanism(s) underlying the development of platinum resistance in late-stage ovarian cancer patients currently remains unknown, CpG-island (CGI) methylation, a phenomenon strongly associated with aberrant gene silencing and ovarian tumorigenesis, may contribute to this devastating condition.

**Methods:**

To model the onset of drug resistance, and investigate DNA methylation and gene expression alterations associated with platinum resistance, we treated clonally derived, drug-sensitive A2780 epithelial ovarian cancer cells with increasing concentrations of cisplatin. After several cycles of drug selection, the isogenic drug-sensitive and -resistant pairs were subjected to global CGI methylation and mRNA expression microarray analyses. To identify chemoresistance-associated, biological pathways likely impacted by DNA methylation, promoter CGI methylation and mRNA expression profiles were integrated and subjected to pathway enrichment analysis.

**Results:**

Promoter CGI methylation revealed a positive association (Spearman correlation of 0.99) between the total number of hypermethylated CGIs and GI_50 _values (*i.e*., increased drug resistance) following successive cisplatin treatment cycles. In accord with that result, chemoresistance was reversible by DNA methylation inhibitors. Pathway enrichment analysis revealed hypermethylation-mediated repression of cell adhesion and tight junction pathways and hypomethylation-mediated activation of the cell growth-promoting pathways PI3K/Akt, TGF-beta, and cell cycle progression, which may contribute to the onset of chemoresistance in ovarian cancer cells.

**Conclusion:**

Selective epigenetic disruption of distinct biological pathways was observed during development of platinum resistance in ovarian cancer. Integrated analysis of DNA methylation and gene expression may allow for the identification of new therapeutic targets and/or biomarkers prognostic of disease response. Finally, our results suggest that epigenetic therapies may facilitate the prevention or reversal of transcriptional repression responsible for chemoresistance and the restoration of sensitivity to platinum-based chemotherapeutics.

## Background

Ovarian cancer is the most deadly gynecological malignancy, with an overall U.S. five-year survival rate of only 46% [1]. While highly curable if diagnosed in the early (ovary-confined) stages, over 75% of initial diagnoses are Stage III or IV malignancies, for which the survival index is only 30.6% [1]. While most patients initially respond to surgical debulking and treatment with taxanes combined with platinum-based chemotherapies [2,3], over 80% of those responders eventually relapse with fully chemoresistant disease [4]. While a number of signal transduction cascades have been hypothesized to contribute to this devastating clinical phenomenon, the mechanism(s) underlying the onset of chemoresistance remains poorly understood, reviewed in [5].

Similar to most chemotherapies, the antitumor activity of cisplatin is dependent upon DNA damage of rapidly dividing cells, and is mediated primarily by the formation of intra- and interstrand cisplatin-DNA adducts [6]. The resulting accumulation of these DNA lesions is believed to lead to steric obstruction of DNA-binding proteins necessary for vital intracellular functions, including transcription and DNA replication, with recognition of the resulting lesions by high mobility group and mismatch repair proteins eventually leading to p53-initiated apoptosis [7]. Thus, drug inactivation, decreased accumulation of DNA-cisplatin adducts, defective DNA damage recognition, enhanced nucleotide-excision repair, and impaired apoptotic responses are hypothesized as broad-based mechanisms responsible for the drug-resistant phenotype [5,8,9]. While dysregulation of genes and pathways is often due to various rearrangements (*e.g*., deletions, mutations, or translocations) to the DNA molecule itself, epigenetic changes (*e.g*., DNA methylation and histone modifications) are likely even more prominent in the onset of chemoresistance [10-14]. Specifically, transcriptional silencing of distinct DNA repair and apoptosis-associated genes by hypermethylation of promoter "CpG islands" (CGIs), CG-rich DNA regions typically unmethylated in normal cells [15], has now been associated with platinum drug resistance in numerous cancers, including ovarian [9,16-21]. Moreover, the degree of aberrant methylation (*i.e*., the total number of methylated genes) has also been directly correlated with ovarian tumor progression and recurrence, and specific methylated loci have been statistically associated with poor progression-free survival in ovarian cancer [22-24]. However, no previous global studies of the accumulation of DNA methylation aberrations, during the gradual acquisition of chemoresistance, or their likely impact on specific biological signaling pathways, have been reported in cancer.

To identify epigenetically regulated genes directly associated with ovarian cancer cisplatin resistance, and their associated biological pathways, we established a cell culture model to emulate the time-dependent development of drug resistance in patients suffering from this condition. In this model, a single clone of the platinum-sensitive ovarian cancer cell line A2780 was exposed to incrementally increasing doses of cisplatin, generating A2780 sublines having varying degrees of chemoresistance. By categorizing distinct aberrations in DNA methylation and gene expression associated with specific time-points during the development of resistance, we demonstrated statistically significant correlations between promoter CpG island methylation and gene expression changes, and also between methylation and drug resistance, with consequent alterations in specific drug-response signaling pathways. In accord with a causal role for aberrant DNA methylation in cisplatin resistance, treatment of the drug-resistant sublines with DNA methylation inhibitors resulted in significant promoter demethylation and the re-establishment of chemosensitivity. While other studies have profiled gene expression [13,25,26], proteomic [27,28], and chromosomal aberrations [29,30] related to ovarian cancer cisplatin resistance, we believe this is the first report integrating chemoresistance-associated alterations in DNA methylation and gene expression to determine likely epigenetically regulated biological pathways related to drug sensitivity. Based on these results, we suggest that aberrant DNA methylation may contribute to the disruption of key biological pathways during ovarian tumor progression to a drug-resistant phenotype. We believe our findings justify further cellular and molecular biologic studies for the development of more effective approaches for the clinical use of platinum-based chemotherapeutics.

## Methods

### Cell lines, drug treatments, and cell proliferation assays

All cells were maintained in RPMI 1640 media with 2 mM L-glutamine, 50 U/ml penicillin, 50 mg/ml streptomycin, and 10% fetal bovine serum, at 30°C and 5% CO_2_. 5-aza-2'-deoxycytidine (5-aza-dC) was purchased from Sigma (St. Louis, MO) and zebularine [1-(β-D-ribofuranosyl)-1,2-dihydropyrimidin-2-one] was a kind gift from Dr. Victor Marquez (Developmental Therapeutics Program, National Cancer Institute, Frederick, MD). A2780 ovarian cancer cells were obtained from ATCC (Manassas, VA), restriction enzymes from New England Biolabs (Beverly, MA), and cell culture reagents from Invitrogen (Carlsbad, CA). Using serial dilution cell seeding, a single clone of the cisplatin-sensitive, epithelial ovarian cancer cell line A2780 was cultured for multiple cycles ("treatment rounds") with incrementally increasing doses of cis-diamminedichloroplatinum(II) dichloride (CDDP, cisplatin) (Sigma). 5-aza-dC or zebularine treatment was performed after cell seeding for 48 hours prior to cisplatin treatment [31]. MTT assays were used to determine both GI_50 _values and growth curves of the cells, as we have described previously [31]. Briefly, 96-well dishes were plated with 2,000 cells per well one day before cisplatin treatment. The next day, cells were treated with various dosages of cisplatin (0.5 μM to 100 μM) for three hours and allowed to recover for three days. Following drug treatments, total viable cell numbers were determined by 4-hr treatments with 3-(4.5-dimethylthiazol-2-yl)-2.5-diphenyl tetrazolium bromide (MTT) assay, with cell viability (as determined by MTT metabolism to formazan) determined by measuring absorbance at 600 nm using a Bio-Tek (Winooski, VT) microplate spectrophotometer. Dose-response curves were then generated and 50% growth inhibitory (GI_50_) dose values determined by Microsoft Excel or Prism 4.0 (GraphPad Software, San Diego, CA), using sigmoidal dose (variable slope) curve fitting, as we have described previously [31,32].

### Differential methylation hybridization and data processing

Genomic DNA was isolated from parental (drug-sensitive) A2780, Round1, Round3, and Round5 cells using DNeasy purification kits (Qiagen, Valencia, CA). Differential methylation hybridization (DMH) was then performed as previously described [22,33,34]. Briefly, isolated DNA was digested with the methylation-insensitive restriction enzyme BfaI (C^TAG), followed by ligation of linkers. Linker-ligated DNA was then digested by the methylation sensitive enzymes HinP1I (G^CGC) and HpaII (C^CGG), and digestion products were then amplified by linker PCR. The PCR products were further amplified using aminoallyl-dUTP incorporation to facilitate labeling with the fluorophores Cy3 (parental A2780) or Cy5 (A2780 following various "rounds" of cisplatin treatment). The labeled DNA samples were then combined and hybridized to a customized 60-mer oligo microarray containing 40,000 CpG-rich fragments from 12,000 known gene promoters (Agilent, Santa Clara, CA) (see Additional file 1 for full annotations). Following hybridization and washing, microarray images were scanned and generated using an Axon GenePix 4200A scanner (Molecular Devices, Sunnyvale, CA). The raw microarray data was first corrected for background noise by background subtraction and then for system and technical noise by LOESS normalization. The relative methylation levels (*i.e*., "folds-change"), for each hybridized probe, in cisplatin-resistant sublines, were approximated by the ratios of the Cy5 (drug-treated cell lines) to Cy3 (parental A2780 cell line) fluorescence, and were defined as positive or negative values according to their respective increases or decreases compared to the parental cells. To avoid potential technical variations between probes, the methylation levels of multiple probes for a single gene (average of four probes per gene) were not collapsed or averaged, and genes having multiple discordant probe intensities were eliminated from the analysis. The DMH data have been deposited in NCBI Gene Expression Omnibus (GEO, ) and are accessible through GEO SuperSeries GSE15709.

### Gene expression microarray analysis and data processing

For gene expression assessments, total RNA was isolated from parental A2780 cells and Round5 cells using Qiagen RNeasy purification kits (Valencia, CA) and further purified with RNase-free DNase following our previously described method [32]. All microarray hybridizations were performed at the Indiana University Center for Medical Genomics (IUCMG). Five replicates were performed for each cell line using Human U133 plus 2.0 GeneChips (Affymetrix, Santa Clara, CA). Using Bioconductor [35], present (P), absent (A) or marginal (M) calls were determined using an MAS5 algorithm. Fraction presence, defined as the average present/absent (P/A) detection call (scores were given as P = 1, M = 0.5 and A = 0) for the experimental or control groups, was calculated for each microarray probe, and probes with at least one group having a fraction presence of 0.5 were selected for future use. Welch's t-test was performed for each probe using their log-transformed signals, with p-values less than 0.01 considered significant. To further support the statistical significance of probes having p < 0.01, the false discovery rate (FDR) was also calculated [36,37], with probe significance defined as an FDR of less than 5%. A moderately stringent fold-change cutoff of ≥ 1.5 (or ≤ -1.5 for downregulation), which allows for an acceptable balance between false discovery and false negative rates [38], was applied (in addition to the p-value cutoffs) to determine genes with significant expression alterations. The gene expression microarray data have been deposited in NCBI Gene Expression Omnibus (GEO, ) and are accessible through GEO SuperSeries GSE15709.

### Clustering, functional pathway prediction, gene ontology (GO) analysis, and statistics

Hierarchical clustering of the expression profiles was done by Cluster 3.0 [39]. Expression profiles were first pre-filtered by fraction present and then input into the program. The input data was further log transformed and normalized by array median centering and gene median centering. Average linkage clustering was performed by correlation (centered) similarity metric. Clustering results were viewed using TreeView version 1.60 [39]. The online program Pathway-Express (Onto-Tools, Wayne State University, Detroit, MI) [40,41] was used to explore the most biologically relevant pathways impacted by a list of input genes. Specific biological pathways were defined by the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (Kanehisa Laboratories, Japan) [42]. Given a list of genes (for example, upregulated genes in Round5), Pathway-Express selects pathways based on impact analysis that considers not only conventional statistical analysis but also other biological factors, such as expression levels (*i.e*., fold-change) of input genes, type and position in a given pathway, and protein-protein interactions, among other variables. Thus, this approach is considered to be more powerful than analyses based on statistics only. Corrected p-values of less than 0.05 were used as an empirical cutoff for retrieving altered pathways [41]. GO enrichment of expression profiles was also analyzed by the online program Functional Annotation Analysis Tools, provided by the Database for Annotation, Visualization and Integrated Discovery (DAVID) bioinformatics database (NIAID, NIH, Bethesda, MD) [43-45]. All statistics were done in R and Microsoft Excel, unless otherwise stated.

## Results

### Establishment of a cell culture model of acquired ovarian cancer platinum resistance

To establish a model for the development of ovarian tumor cisplatin resistance, we exposed clonally derived, platinum-sensitive A2780 ovarian cancer cells [46] to incrementally increasing doses of cisplatin, with drug sensitivity assessed by MTT cell proliferation assays. The cisplatin GI_50 _dose (*i.e*., dose necessary for 50% growth inhibition) for the starting clone of A2780 cells was 5 μM (Figure 1A), and these starting cells were designated as "Round0" cells, to denote their parental relationship to their subsequent drug-selected progeny. Parental A2780 cells were then treated with cisplatin at 70% of their GI_50 _dose (initially at 5 μM) for 3 hours and then allowed to recover for two weeks. The surviving cells were then expanded and designated as "Round1" cells, to denote their single cisplatin-selection cycle. The same procedure was repeated four additional times to generate "Round2" to "Round5" cisplatin-selected A2780 cells. Following each selection cycle, the cisplatin GI_50 _dose for the surviving cells was determined, and was found to increase continuously to 35 μM for Round5 cells (Figure 1A), a dose similar to the commonly used cisplatin-resistant cell line A2780CP [47].

**Figure 1:**
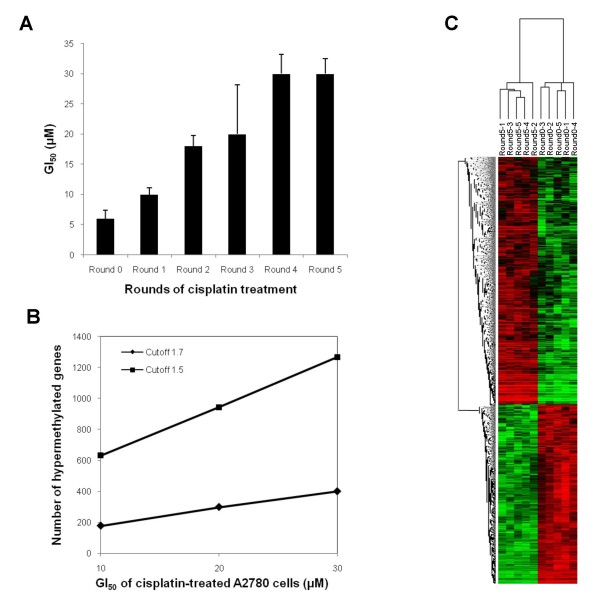
***De novo *DNA methylation and acquired cisplatin resistance in an ovarian cancer cell model**. A) Cisplatin-sensitive A2780 epithelial ovarian cancer cells were treated with 70% of GI_50 _dose of cisplatin. Surviving cells (Round1 A2780) were expanded and treated with the subsequent 70% GI_50 _dose (total of five rounds of drug treatment). The GI_50 _values for both parental and cisplatin-treated A2780 sublines were measured by MTT assay. B) DMH microarrays were performed on Round1, Round3 and Round5 A2780 cells, and the number of hypermethylated genes for each round was determined using various fold-change cutoffs (1.5-fold or 1.7-fold) and plotted as a function of cisplatin GI_50_. The correlations were determined by Spearman correlation. C) mRNA expressions in parental (cisplatin-sensitive) and Round5 (cisplatin-resistant) A2780 cells were measured by Human U133 plus 2.0 GeneChips (Affymetrix, Santa Clara, CA). Two-dimensional hierarchical clustering of the 3127 significantly up- or down-regulated probes done by Cluster [39] revealed distinctively different mRNA expression profiles of the two A2780 sublines (detailed plot provided in Additional file 2).

### Positive correlation between DNA methylation and cisplatin-resistance development

To examine changes in DNA methylation during the development of drug resistance, we utilized a genome-wide methylation microarray approach, differential methylation hybridization (DMH) [33], to compare CpG island (CGI) methylation profiles of: 1) Round1 (one cisplatin treatment) vs. parental A2780; 2) Round3 (three cisplatin treatments) vs. parental A2780; and 3) Round5 (five cisplatin treatments) vs. parental A2780. The methylation status of any specific gene was estimated by its ratio of normalized Cy5 to Cy3 fluorescent signal (*i.e*., fold-change). To select differentially methylated genes, a moderately stringent fold-change cutoff of 1.5, allowing for an acceptable balance between false discovery and false negative rates [38], was used (*i.e*., hypermethylation was defined as fold-change ≥ 1.5 and hypomethylation as fold-change ≤ -1.5). Using that cutoff limit, the total numbers of hypermethylated genes for the Round1, Round3 and Round5 sublines were 595, 870 and 1176, respectively, relative to the parental ("Round0") A2780 cells. Spearman correlation testing further demonstrated a significant and positive linear correlation between the total number of hypermethylated genes and the GI_50 _values of the cisplatin-resistant sublines (Figure 1B), in accord with previous studies demonstrating increasing CGI methylation during ovarian tumor progression [23,24].

In agreement with our results showing progressively increasing total CGI methylation during the development of cisplatin resistance, we also observed upregulation of the DNA methyltransferases DNMT1 and DNMT3B in the drug-resistant Round5 subline (vs. the parental line), with expression fold-changes of 1.63 (p = 0.0011, FDR = 0.012) and 1.80 (p = 0.0004, FDR = 0.007), respectively (Table 1). 

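DNMT1 and DNMT3B were both higher in Round5 than in parental A2780 cells. DNMT1, on chromosome 19, which copies methylation onto newly made DNA strands, rose 1.63-fold, from a signal of 3727 ± 607 (SD, n = 5 arrays) in parental cells to 6093 ± 992 (SD, n = 5 arrays) in Round5. DNMT3B, on chromosome 20, which sets methylation at new sites, rose 1.80-fold, from 1744 ± 251 (SD, n = 5) to 3132 ± 553 (SD, n = 5). UHRF1, which brings DNMT1 to hemimethylated DNA, rose 2.00-fold, from 4359.9 ± 498 (SD, n = 5) to 8705 ± 1721 (SD, n = 5). For each of these 3 genes, every Round5 array gave a higher signal than every parental array. The log2 fold change of DNMT1 was 0.71 (standard error 0.15, limma adjusted p = 0.00591). For DNMT3B it was 0.84 (standard error 0.15, limma adjusted p = 0.00231), and for UHRF1 0.98 (standard error 0.15, limma adjusted p = 0.00100). The other DNA methyltransferase genes of Table 1 did not pass the test. DNMT3A had signals of 905 ± 149 (SD, n = 5) and 1084 ± 149 (SD, n = 5), a log2 fold change of 0.27 (limma adjusted p = 0.205). TRDMT1, named DNMT2 in Table 1, had signals of 785 ± 185 (SD, n = 5) and 921 ± 229 (SD, n = 5), a log2 fold change of 0.22 (limma adjusted p = 0.475). Of 16 measured genes of the DNA methylation machinery, 7 rose, 0 fell and 9 did not pass the test (7 rose and 1 fell when adjusted over the list alone). The list as a whole moved up against the other genes (camera adjusted p = 0.00928), with adjusted p = 0.0643 with an estimated correlation and adjusted p = 0.0714 when only the 12000 probe sets of highest signal were tested. It holds DNMT1 and DNMT3B, whose rise the study reports from these arrays, so its direction is not independent evidence. DNMT1 and DNMT3B were each read by a single tested probe set. From the higher DNMT1 and DNMT3B signals, the paper proposes that the changed methylation of Round5 cells may be associated with increased or altered activity of these enzymes.

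**Figure D1:**
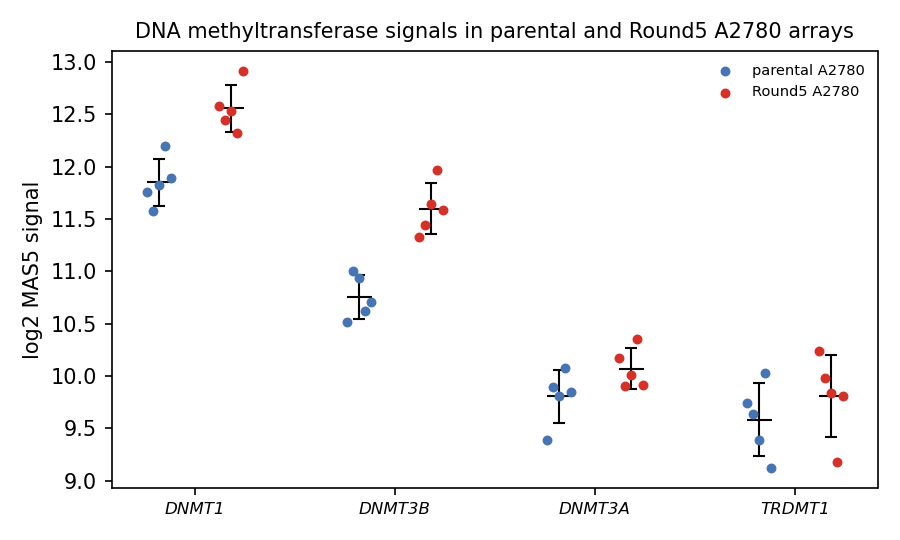
Log2 MAS5 signal of each array for DNMT1, DNMT3B, DNMT3A and TRDMT1, with the mean and SD of the 5 arrays per subline. The parental and Round5 points do not overlap for DNMT1 and DNMT3B and do overlap for DNMT3A and TRDMT1.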

To further examine the involvement of DNA methylation in drug resistance, the Round5 subline was treated with various doses of two routinely used DNA methyltransferase inhibitors, 5-aza-2'-deoxycytidine (5-aza-dC, decitabine) and zebularine [48]. 5-aza-dC (10 μM) treatment alone resulted in a 45% decrease in total cell number, while 10 μM zebularine alone resulted in 10% cell death (Figures 2A, 2B). The Round5 subline was then pretreated for 48 hr with 5-aza-dC or zebularine prior to administration of the GI_50 _dose of cisplatin. As shown in Figure 2A, 10 μM 5-aza-dC pretreatment, followed by cisplatin exposure, resulted in a marked decrease in cell survival. Furthermore, cisplatin sensitivity increased with each dosage of 5-aza-dC, as summarized in Figure 2C, demonstrating decreasing cisplatin GI_50 _as a function of 5-aza-dC dose. Similar resensitization results were observed after treatment of the Round5 subline with zebularine (Figures 2B, 2D), although a higher dose of zebularine was required, due to the lower drug potency of that agent [49,50]. Consequently, these results indicate a role for aberrant DNA methylation in the reduced sensitivity of ovarian cancer cells to cisplatin-mediated DNA damage, and suggest that DNA methyltransferase inhibitors represent one possible strategy for chemosensitization.

**Figure 2:**
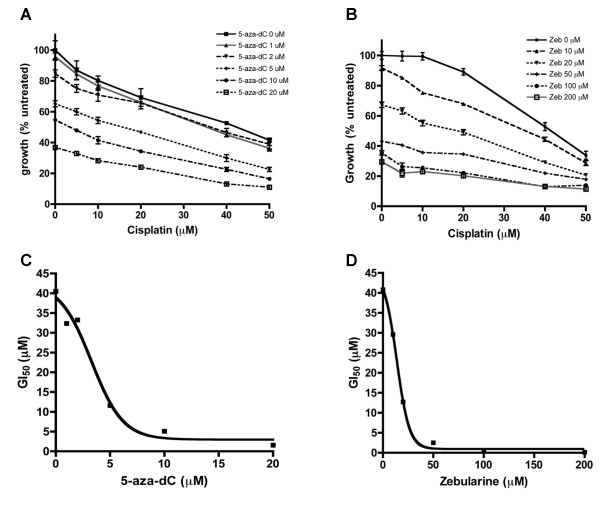
**Resensitization of cisplatin-resistant Round5 A2780 cells by 5-aza-dC and zebularine**. A) Growth curves for cisplatin in the presence of 5-aza-dC pretreatment. In the absence of cisplatin, higher 5-aza-dC dosage achieves higher cell death. The same dosage of cisplatin achieves higher cell death with higher dosages of 5-aza-dC, demonstrating increased cisplatin sensitivity by 5-aza-dC. B) The same resensitization experiment was performed for zebularine, using higher dosages (0–200 μM) [49,50]. C) The cisplatin GI_50 _values measured by MTT assay showed a dose-dependent decrease by 5-aza-dC. D) The cisplatin GI_50 _values measured by MTT assay showed a dose-dependent decrease by zebularine.

**Table 1:** mRNA expression level changes of DNA methyltransferases (DNMTs) in Round5 vs. parental A2780 cells

**Gene**	**Welch's t-test**	**FDR**	**Fold-change**	**Gene title**
DNMT1*	0.0011	0.0123	1.63	DNA (cytosine-5-)-methyltransferase 1
DNMT2	0.3673	0.5360	1.17	DNA (cytosine-5-)-methyltransferase 2
DNMT3A	0.1009	0.2275	1.20	DNA (cytosine-5-)-methyltransferase 3 alpha
DNMT3B *	0.0004	0.0069	1.80	DNA (cytosine-5-)-methyltransferase 3 beta

* Genes with significant alteration in their mRNA expression

### Gene expression profiles reveal cisplatin-induced alterations in drug-resistant ovarian cancer

To identify changes in gene expression associated with cisplatin resistance (in possible correlation with promoter DNA methylation), microarray studies were performed on the Round5 subline (chemoresistant) vs. the parental line (A2780; chemosensitive). Total RNA was isolated from Round5 and parental (Round0) cells, labeled and hybridized to Human U133 plus 2.0 Affymetrix microarrays. 

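RNA of the parental A2780 line, an ovarian cancer cell line sensitive to cisplatin, was hybridized to 5 arrays, and RNA of the Round5 subline, grown out of it over 5 rounds of cisplatin, to 5 more. The sample labels call the arrays of each subline biological replicates and name Trizol for the RNA extraction, where the methods name RNeasy kits followed by DNase. The GI50 of cisplatin, its growth-inhibitory dose, was 5 μM for the parental line and 35 μM for Round5. Each array reads 54675 probe sets, of which 62 are controls. The authors computed a MAS5 signal for each probe set on a linear scale and scaled every array to the same trimmed mean. The deposited signals were used as they are, taken to log2, and compared between the sublines with limma. The methods keep probe sets by their detection calls. As detection calls are not used here, the 23723 probe sets with the highest mean signal in either subline were tested, the same number as in the paper. A gene was read from its brightest probe set that names no other gene, and 11396 genes were measured this way. The faintest probe set kept had a signal of 251 (7.97 on the log2 scale). Where all 5 arrays of a subline lay below that floor, the fold is given as a lower limit against it, since the background level is unknown. The median log2 signal of an array was 7.54 ± 0.22 (SD, n = 5) in parental cells and 7.21 ± 0.24 (SD, n = 5) in Round5 (2-sided exact permutation test, p = 0.0556). The log2 ratio of 3' to 5' signal of ACTB, a sign of RNA integrity, was 1.50 ± 0.40 (SD, n = 5) and 1.18 ± 0.31 (SD, n = 5) (2-sided exact permutation test, p = 0.190). The same ratio of GAPDH was -0.12 ± 0.14 (SD, n = 5) and -0.07 ± 0.04 (SD, n = 5) (2-sided exact permutation test, p = 0.492). The number of arrays limits the precision of every comparison. All Round5 arrays come from the same selected subline, and all parental arrays from the line it was grown out of. The SDs and p-values therefore describe spread between arrays of the same line, not between independent cisplatin selections. A change tied to cisplatin resistance cannot be told apart from other differences that arose while the subline was grown.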

Probes with fraction presence (see methods) < 0.5 were removed. The remaining 23,723 probes were then log-transformed and median-centered between arrays and within genes. 

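Many single genes separated the 10 arrays by subline. COL6A3, a collagen chain of the extracellular matrix, fell 36.8-fold, from a signal of 15762 ± 1643 (SD, n = 5 parental arrays) to 428 ± 107 (SD, n = 5 Round5 arrays). PRRX1, a transcription factor of mesenchymal cells, rose from a signal below the floor, 207 ± 39.1 (SD, n = 5), to 1493 ± 295 (SD, n = 5). Of the 11396 genes measured, 2737 (24.0%) had all 5 Round5 values on one side of all 5 parental values, where chance gives 0.794%. For the comparison of whole arrays, log2 signals of the 23723 probe sets were centered on the median of each array and then on the median of each probe set. The correlation of arrays from the same subline lay between 0.177 and 0.624, and that of arrays from different sublines between -0.550 and -0.104. The mean correlation within sublines exceeded that between them by 0.737 (exact permutation test over all splits into 5 and 5, p = 0.00794, the smallest p that 5 arrays against 5 allow). Average linkage on these correlations split the arrays into 2 branches with 5 arrays of 1 subline each.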

Unsupervised hierarchical clustering (average linkage clustering method) was then utilized to visualize common expression patterns between the samples [39], demonstrating clustering of all five replicates of the Round5 subline gene expression microarray results, while analogously, the five replicate microarray results of the parental line formed a separate cluster. Figure 1C and Additional file 2 showed the clustering results of all (3127) significantly up- or down- regulated probes (p-value < 0.01, FDR < 5%, fold-change ≥ 1.5 or ≤ -1.5), these probes corresponded to a total of 1036 genes upregulated and 1286 genes downregulated in Round5 (see Additional file 3). 

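Among the genes whose arrays separated completely by subline, those with the largest fitted rises in Round5 included KCNJ2, an inward rectifier potassium channel, with a signal of 463 ± 155 (SD, n = 5) in parental cells and 18463 ± 3159 (SD, n = 5) in Round5, a 39.9-fold rise. KLHL14, a kelch family protein, rose 15.6-fold, and COL1A2, a chain of type I collagen, 11.7-fold. The log2 fold changes of these 3 genes were 5.37, 3.98 and 3.57, with limma adjusted p of at most 3.1e-07. TCEAL3, the chromatin regulator ASXL3, PCSK5, a protease that activates secreted precursors, and IGFBP5, a binding protein of insulin-like growth factors, also rose, with limma adjusted p of at most 0.00659. Their Round5 signals were 2873 ± 127, 2746 ± 477, 4092 ± 382 and 1075 ± 198 (SD, n = 5 each). Their parental means of 141, 228, 262 and 145 lay near or below the signal floor, so no fold is given. PSMB8, an immunoproteasome subunit, LOXL1, which crosslinks elastic fibers, and the long noncoding RNA HOTAIR lay below the signal floor in all 5 parental arrays. They were at least 4.44-fold, 4.66-fold and 2.30-fold higher in Round5, with Round5 signals of 1117 ± 89.5, 1169 ± 68.0 and 586 ± 115 (SD, n = 5 each) against parental means of 25.5, 70.8 and 60.9. The 10 largest fitted falls were all of genes below the floor in every Round5 array, which ranking by fitted values favors. LGR5, a receptor for R-spondins and a marker of stem cells, went from 10717 ± 1251 (SD, n = 5) to a mean of 56.0, at least 42.5-fold lower. TSPAN8, a tetraspanin of the cell surface, went from 10730.3 ± 738 (SD, n = 5) to 75.4, at least 42.7-fold lower, and the matrix protease MMP3 from 7989 ± 1095 (SD, n = 5) to 155, at least 31.6-fold lower. The collagen gene COL11A1 was at least 10.0-fold lower. The others were PTPRR, MEOX2, BRINP3, SOSTDC1, ACKR3 and FDCSP, lower by at least 5.93-fold, 4.78-fold, 3.53-fold, 2.91-fold, 2.60-fold and 2.34-fold. These limits set no order among the genes, as they depend on the parental signal. Of the 23723 probe sets tested, 6407 passed an adjusted p under 0.05 from limma, 2692 higher and 3715 lower in Round5. At the paper's p, FDR and fold thresholds 4171 passed, 1625 higher and 2546 lower. These named 1099 genes with only higher and 1694 with only lower probe sets, and 13 genes with both. The split depends on the scaling and on the probe sets kept. After quantile normalization 3182 probe sets were higher and 2873 lower at an adjusted p under 0.05, and after centering each array on its median 3415 were higher and 2908 lower. Over the 12000 probe sets of highest signal 2461 were higher and 2297 lower, and without probe sets that can bind several transcripts 876 were higher and 1854 lower. The median log2 fold change of all tested probe sets was -0.09 with the authors' scaling. A second, fainter probe set of KLHL14, below the floor in 4 of 5 parental arrays, gave 1.72 (limma adjusted p = 0.00610), one of ASXL3 -0.68 (limma adjusted p = 0.185) and one of IGFBP5 1.13 (limma adjusted p = 0.126). By the methods' t-test the IGFBP5 log2 fold change had adjusted p = 0.0610.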

The functional clustering analysis, an algorithm capable of clustering similar annotations across several often-used annotation types (*e.g*., GO terms, pathways, Swiss-Prot knowledgebase keywords) or within different levels of annotation terms (to highlight functional changes), provided by DAVID (Database for Annotation, Visualization and Integrated Discovery, developed by NIAID/NIH) [43-45], was then used to investigate gene ontology (GO) [51] term enrichment. 

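Most measured genes of cell division, DNA replication, sterol synthesis and energy metabolism were higher in Round5 than in parental A2780 cells, and a few were lower. Of 66 measured genes of mitosis and the G2/M transition, 41 rose, 1 fell and 24 did not pass the test (49 rose and 1 fell when adjusted over the list alone). Examples are BUB1, a kinase of the spindle checkpoint, which rose from a signal of 1402 ± 183 to 3613 ± 605 (SD, n = 5 each), SPC25, a kinetochore protein, with a log2 fold change of 1.37, and NCAPH, a condensin subunit, with 1.28. Of 50 genes of DNA replication, 35 rose and 2 fell (38 and 2 over the list alone). RRM2, which makes deoxynucleotides, rose from 7903 ± 506 to 24129 ± 4042 (SD, n = 5 each), and CDC45, a part of the replicative helicase, had a log2 fold change of 2.00. Of 19 cholesterol synthesis genes, 14 rose and 1 fell, the same over the list alone, among them ACAT2 (2458 ± 412 to 10093 ± 1779.5, SD, n = 5 each) and NSDHL (log2 fold change 1.98). Of 22 genes of the citrate cycle, 14 rose and 0 fell, the same over the list alone, with IDH3G at 1.49 and IDH2 at 0.99 on the log2 scale. Of 20 glycolysis genes, 13 rose and 0 fell (15 and 0 over the list alone), with ALDOC at 1.10 and PFKFB4 at 0.96. Of 34 subunits of respiratory chain complex I, 23 rose and 0 fell (24 and 0 over the list alone), with NDUFA9 at 1.12 and NDUFS6 at 0.98. Of 16 subunits of the proteasome core, 12 rose and 0 fell (14 and 0 over the list alone), with PSMB9 at 1.10 and PSMB3 at 1.02. Of 48 RNA splicing genes, 14 rose and 1 fell (16 and 2 over the list alone), with HNRNPA2B1 at 1.29 (0.30 by another probe set, limma adjusted p = 0.0498) and SNRPD3 at 1.26. NSDHL and IDH3G lie in a stretch of chromosome X where 20 of 25 measured genes rose, and moved with their neighbors. Each of these 8 lists moved up against the other genes by limma's camera. The adjusted p was 5.2e-14 for mitosis and for replication, 1.7e-08 for cholesterol, 8.4e-09 for the citrate cycle, 1.1e-07 for glycolysis, 3.6e-11 for complex I, 5.9e-09 for the proteasome and 1.8e-04 for splicing. With an estimated correlation, the cholesterol and citrate cycle lists stayed called, each at adjusted p = 0.0379. The other lists had adjusted p = 0.121 with an estimated correlation for mitosis, 0.0672 for replication, 0.0643 for glycolysis, 0.0757 for complex I, 0.0899 for the proteasome and 0.335 for splicing. The themes of these lists were taken from the study's own results on these arrays, so their direction is not independent evidence.

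**Figure D2:**
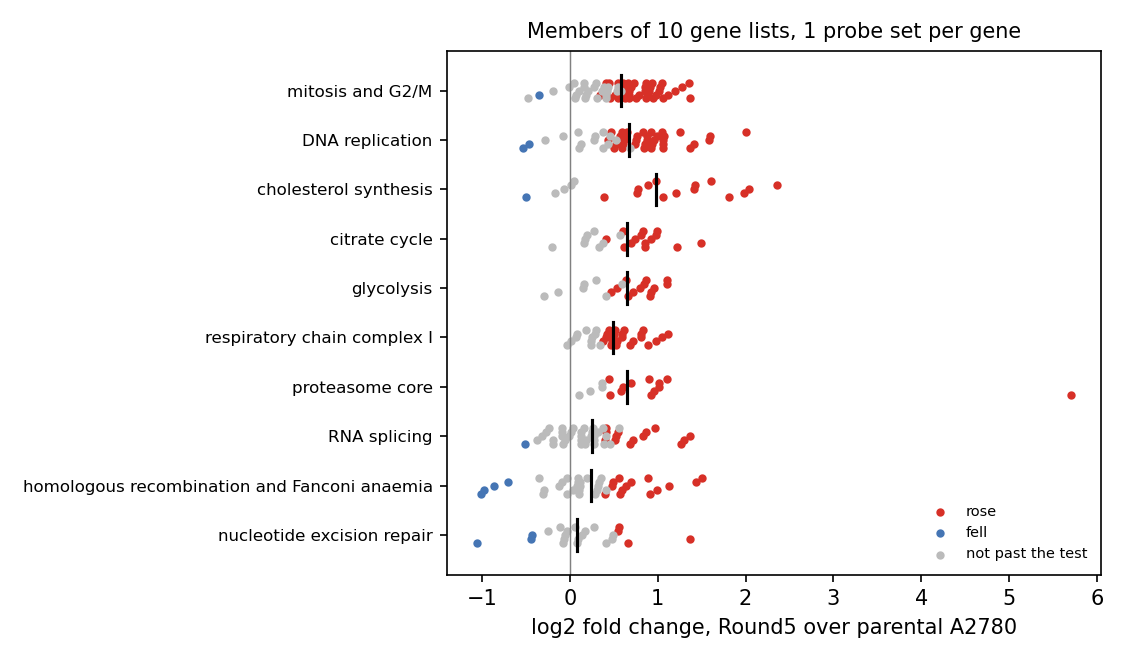
Log2 fold change of Round5 over parental cells for each measured gene (points) of 10 gene lists, colored by whether the gene rose, fell or did not pass limma's test, with a black bar at the median of each list. The medians run from 0.09 for nucleotide excision repair to 0.98 for cholesterol synthesis.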

Functional clustering analysis of all 1036 genes upregulated in Round5, using a high classification stringency (Kappa similarity term overlap ≥ 3 and threshold of 0.85; classification multiple linkage threshold of 0.5), showed 31 functional groups to be highly enriched (geometric p-values < 0.01), with cell cycle progression, cellular metabolic processes and DNA damage response as the top three ranked GO biological process terms (see Additional file 4). Conversely, using the same high classification stringency, all 1286 downregulated genes segregated into 16 enriched functional groups, with cellular metabolic processing, biological regulation, macromolecule and protein metabolic processes and positive regulation of transcription as the highest ranking GO biological pathway terms (see Additional file 5).

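Most ribosomal protein genes had lower signals in Round5, some genes of the unfolded protein response fell, and coactivators of transcription went both ways. Of 52 measured genes of cytosolic ribosomal proteins, 31 fell, 0 rose and 21 did not pass the test (43 fell and 0 rose when adjusted over the list alone). The falls were small. The median log2 fold change of the list was -0.50, and RPS27, a protein of the small subunit, went from a signal of 181728 ± 33003 to 104744 ± 19557 (SD, n = 5 each), though without probe sets that can bind several transcripts its adjusted p was 0.439. The spiked-in hybridization controls, which hold no A2780 RNA, had a log2 difference of -0.49. Like RPS27, they were lowest of the parental arrays in replicate 4 and highest of the Round5 arrays in replicate 2. An offset shared by bright probe sets is therefore not excluded. The ribosomal list kept its camera call after quantile normalization, though, and the 12000 probe sets of highest signal had a median log2 fold change of 0.0098. Of 43 genes of the ATF4 and unfolded protein responses, 16 fell and 1 rose (17 and 1 over the list alone). NUPR1, a stress-induced regulator of transcription, fell from 4099.9 ± 852 to 1185 ± 466 (SD, n = 5 each), and TRIB3, a pseudokinase induced by ATF4, from 14535 ± 495 to 6149 ± 2241 (SD, n = 5 each). Of 45 transcription coactivator genes, a theme taken from the study's results on these arrays and so not independent evidence, 5 rose, 6 fell and 34 did not pass the test, the same over the list alone. TAF5, a subunit of the general transcription factor TFIID, rose with a log2 fold change of 0.90. ARID2, a subunit of a chromatin remodeling complex, fell with one of -0.78, though 2 other probe sets of it did not pass the test, at -0.34 and -0.41. Of 47 lysosome and autophagy genes, 11 rose and 6 fell (12 and 6 over the list alone), with GLA, a glycosidase, at 0.88 and the proteases CTSH and CTSO at -1.38 and -1.29. By limma's camera, the ribosomal list moved down against the other genes (adjusted p = 2.5e-09, and adjusted p = 0.338 with an estimated correlation). The ATF4 list also moved down (adjusted p = 0.00885, and adjusted p = 0.678 with an estimated correlation). Its call ended in the analysis without Round5 replicate 4 (adjusted p = 0.0983), without probe sets that can bind several transcripts (adjusted p = 0.0892), with the ACTB 3' to 5' ratio as a covariate (adjusted p = 0.0564) and without the 3 arrays of lowest median signal (adjusted p = 0.0622). The coactivator list (adjusted p = 0.983) and the lysosome list (adjusted p = 0.324) did not pass the test. The coactivator list had a median of 0.0019 and a mean of -0.06.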

### Cisplatin resistance is associated with promoter CpG island DNA methylation of key genes in vital intracellular pathways

To investigate the potential functional role of promoter methylation in the onset of cisplatin resistance, pathway enrichment analyses were performed using Pathway-Express [40,41], a program that processes a list of input genes to identify KEGG pathways (Kanehisa Laboratories, Japan) [42] likely altered by those genes based on fold-change, pathway position, and pathway topology. As total promoter CGI hypermethylation was significantly associated with gene silencing (Figure 1B), we first selected genes that were coordinately hypermethylated and downregulated in Round5 as the Pathway-Express input list. Of the 1176 genes hypermethylated in Round5 cells (as compared to the parental A2780 cells) on the Agilent custom promoter CGI microarray, 847 were also annotated on the Affymetrix Human U133 plus 2.0 GeneChips. Of those 847 genes, 55 were found to be significantly downregulated (denoted as "gene list 1"). A second gene list, possessing all Round5 1,286 downregulated genes (regardless of methylation status), was then utilized as a background for all possible downregulated pathways in the cisplatin-resistant cells ("gene list 2"). To evaluate the over-representation of methylation-regulated genes in specific pathways, and to examine relevant differences between numbers of genes in each pathway in gene lists 1 and 2, a one-tailed Fisher's exact test was performed to statistically determine whether a majority of the downregulated genes were also methylated. That analysis revealed that three downregulated pathways, cell adhesion molecules (CAMs), tight junction, PPAR signaling and leukocyte transendothelial migration pathways were dominantly regulated by hypermethylation of these 55 genes (Fisher's exact test p-value < 0.05) (Table 2).

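All 8 genes that Table 2 assigns to these pathways were lower in Round5 than in parental A2780 cells. CDH2, the adhesion protein N-cadherin, went from a signal of 864 ± 53.8 (SD, n = 5) to a mean of 58.3, below the floor in all 5 Round5 arrays and at least 3.44-fold lower. CLDN11, a claudin of tight junctions, went from 945 ± 166 (SD, n = 5) to 43.9, at least 3.72-fold lower, and SLC27A6, a fatty acid transporter, from 889 ± 196 (SD, n = 5) to 30.8, at least 3.47-fold lower. The integrin subunit ITGAV fell from 76019 ± 5570.4 to 50047 ± 9128 (SD, n = 5 each), and NEO1, a receptor of the immunoglobulin superfamily, from 8554 ± 277 to 5227 ± 676 (SD, n = 5 each). CPT1A, which takes fatty acids into mitochondria for oxidation, fell from 5253 ± 674 to 3218 ± 544 (SD, n = 5 each). The log2 fold changes from limma were -0.62 for ITGAV (adjusted p = 0.0106), -0.72 for NEO1 (adjusted p = 0.00113), -0.55 for the phosphatase activator PTPA (adjusted p = 0.00379), -1.02 for the tight junction scaffold PATJ (adjusted p = 0.00210) and -0.72 for CPT1A (adjusted p = 0.00620). By a second probe set CDH2 was at least 9.51-fold lower, and one of NEO1 gave -0.96. The spiked-in hybridization controls, with a log2 difference of -0.49, were like ITGAV lowest in replicate 4 of each subline, so an offset shared by bright probe sets is not excluded for it; after quantile normalization the ITGAV log2 fold change was -0.48 and still passed the test. The list of 8 moved down by camera (adjusted p = 8.5e-06, and adjusted p = 0.0379 with an estimated correlation), but the study chose it on these arrays, so its direction is not independent evidence. Of 22 measured tight junction genes, 9 fell, 0 rose and 13 did not pass the test (11 fell and 1 rose when adjusted over the list alone). OCLN, which encodes occludin, fell from 2338 ± 269 to 665 ± 114 (SD, n = 5 each), and the junctional adhesion molecule JAM2 from 1731 ± 187 to 266 ± 80.6 (SD, n = 5 each). Of 25 cadherins and immunoglobulin adhesion molecules, 8 fell and 2 rose (8 and 3 over the list alone), with the matrix proteoglycan VCAN at -1.31 and the surface protein CD99 at 0.99 on the log2 scale. Of 6 integrin subunits, 3 fell and 0 rose, the same over the list alone. ITGA6 fell with a log2 fold change of -1.12, and ITGA2 was at least 3.02-fold lower. Of 35 genes of PPAR signaling and fatty acid oxidation, 10 rose and 7 fell (11 and 9 over the list alone), with the fatty acid receptor CD36 at 1.23, the oxidation enzyme HADH at 1.12 and the transporter SLC27A2 at -1.96. The tight junction list moved down by camera (adjusted p = 0.0107, adjusted p = 0.133 with an estimated correlation), but it holds CLDN11 and PATJ and its theme comes from Table 2, chosen on these arrays, so its direction is not independent evidence. Its adjusted p was 0.0646 over the 12000 probe sets of highest signal and 0.211 without probe sets that can bind several transcripts. The lists of adhesion molecules (adjusted p = 0.239), integrins (adjusted p = 0.484) and PPAR signaling (adjusted p = 0.236, median 0.14 and mean -0.12) did not pass the test. Without a filter on signal, the adjusted p of ITGAV was 0.0752 and that of the CPT1A log2 fold change 0.0508, and 3 other probe sets of CPT1A did not pass the test (log2 fold changes -0.12, -0.43 and -0.60). The only other probe set for PATJ gave 1.31 (limma adjusted p = 0.189). The methylation arrays behind the pathway test are not analysed here.

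**Figure D3:**
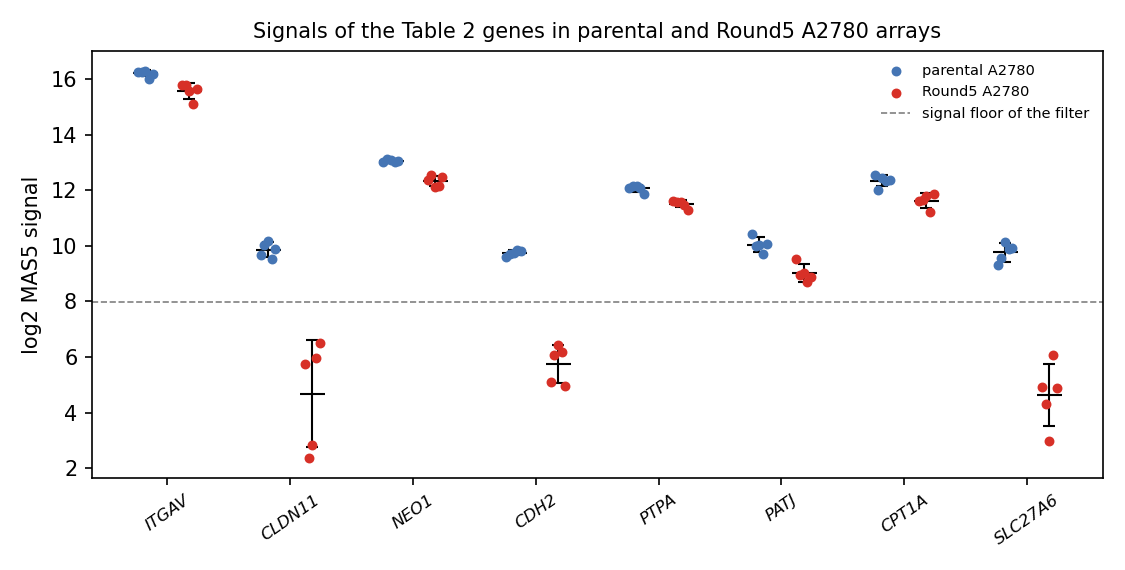
Log2 MAS5 signal of each array for the 8 genes of Table 2, with the mean and SD of the 5 arrays per subline and the signal floor of 7.97 as a dashed line. The Round5 points lie below the parental points for every gene, and below the floor for CLDN11, CDH2 and SLC27A6.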

**Table 2:** Biological pathways repressed by hypermethylation

Pathways	Downregulated genes (1286)		Hypermethylated and downregulated genes (55)			Fisher's Exact Test p-values^§^
			
	Input genes in pathway	Corrected p-value	Input genes in pathway	Genes in pathway	Corrected p-value	
Cell adhesion molecules	14	1.95E-164	4	ITFAV, CLDN11, NEO1, CDH2	0	0.002*
Tight junction	13	1.40E-03	3	CLDN11, PPP2R4, INADL	9.93E-07	0.016*
PPAR signaling pathway	6	1.17E-01	2	CPT1A, SLC27A6	5.20E-03	0.024*
Leukocyte transendothelial migratio'n	9	2.34E-01	1	CLDN11	2.51E-02	0.326

Pathways listed are all pathways regulated by hypermethylated and downregulated genes, determined by Pathway Express corrected p-value < 0.05.

^§ ^Pathway enrichment p-values were calculated using a one-tail Fisher's exact test. Asterisks show p-value < 0.05

Similar to our examination of genes that were coordinately hypermethylated and downregulated in Round5 cells, we performed the same analysis for Round 5 genes found jointly hypomethylated and upregulated. Those results revealed that six pathways, pancreatic cancer, prostate cancer, colorectal cancer, non-small cell lung cancers, glioma, melanoma, and chronic myeloid leukemia, were all upregulated by hypomethylation (Fisher's exact test p-value < 0.05) (Table 3). Hypomethylated and upregulated genes in these pathways included *PIK3R3*, *PDGFRA*, *E2F1*, and *TGFBR2*, all signal transduction regulators associated with the PI3K/Akt, cell cycle progression, and TGF-beta pathways, and shared by all the cancer-associated pathways mentioned above.

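Of the 5 genes of Table 3, TGFBR2, PDGFRA, PIK3R3 and MSN were higher in Round5 than in parental A2780 cells. TGFBR2, a receptor of transforming growth factor beta, rose 6.92-fold, from a signal of 1452 ± 86.4 (SD, n = 5) to 10045 ± 1032 (SD, n = 5). PDGFRA, a receptor of platelet-derived growth factor, rose from 278 ± 74.9 (SD, n = 5), with 2 of 5 arrays below the floor, to 1942 ± 340.0 (SD, n = 5), and no fold is given. PIK3R3, a regulatory subunit of PI3 kinase, rose 2.04-fold, from 1529 ± 246 (SD, n = 5) to 3112 ± 538 (SD, n = 5), and MSN, which links actin to the membrane, 1.73-fold. E2F1, a transcription factor of cell cycle genes, had signals of 868 ± 309.7 (SD, n = 5) and 1137 ± 403 (SD, n = 5) and did not pass the test. The log2 fold changes from limma were 2.79 for TGFBR2 (adjusted p = 9.9e-08), 1.02 for PIK3R3 (adjusted p = 9.7e-04), 0.78 for MSN (adjusted p = 0.00571) and 0.38 for E2F1 (adjusted p = 0.332), and PDGFRA had adjusted p = 1.0e-05. A fainter probe set of E2F1 gave 0.69 (adjusted p = 0.0168). The list of 5 moved up by camera (adjusted p = 5.6e-05, and adjusted p = 0.0379 with an estimated correlation), but it was chosen by the study on these arrays and is not independent evidence of its direction. The wider pathways of these genes did not all rise with them. Of 36 measured genes of the PI3K and Akt pathway, 3 rose, 10 fell and 23 did not pass the test (5 rose and 11 fell when adjusted over the list alone), with the growth factor receptor FGFR3 at -1.26 on the log2 scale, in a stretch of chromosome 4 where 21 of 25 measured genes fell. Of 32 genes of the TGF-beta pathway, 4 rose and 8 fell, the same over the list alone, with SMAD9, a signal transducer of the pathway, at 0.63 and GDF15, a secreted member of the TGF-beta family, at -2.34. Of 27 genes of the E2F and retinoblastoma pathway, 7 rose and 2 fell, the same over the list alone. CCNE2, a cyclin of the G1/S transition, rose from 879 ± 205 to 2021 ± 254 (SD, n = 5 each), E2F8 had a log2 fold change of 1.07, and CDKN2B, an inhibitor of cyclin-dependent kinases, one of -1.26. By camera the E2F list moved up (adjusted p = 0.0107, adjusted p = 0.0643 with an estimated correlation), with an adjusted p of 0.104 over the 12000 probe sets of highest signal. Its theme comes from Table 3, chosen on these arrays, so its direction is not independent evidence either. The PI3K list (adjusted p = 0.489) and the TGF-beta list (adjusted p = 0.659) did not pass the test. A second probe set of PIK3R3 gave 0.82 (limma adjusted p = 0.0561), and without the 3 arrays of lowest median signal the adjusted p of MSN was 0.0699.

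**Figure D4:**
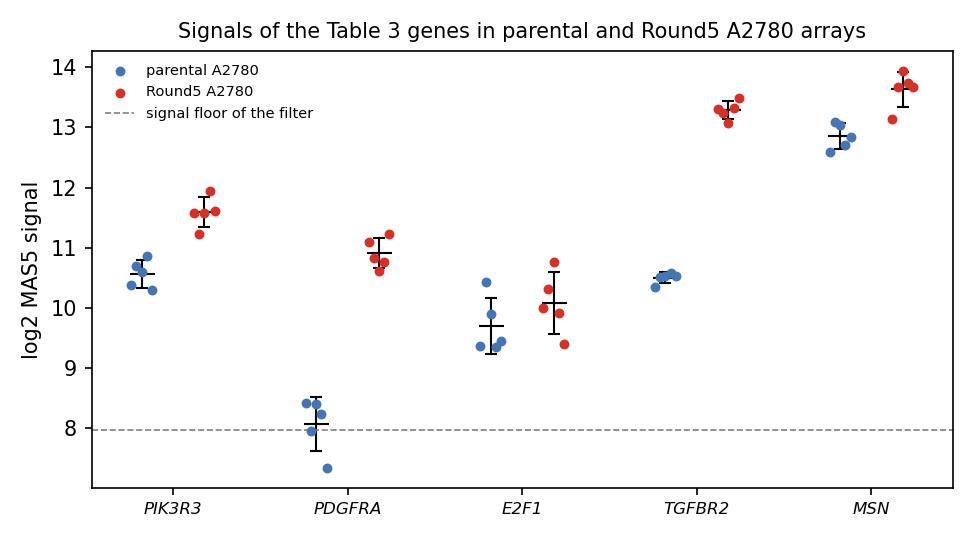
Log2 MAS5 signal of each array for the 5 genes of Table 3, with the mean and SD of the 5 arrays per subline and the signal floor of 7.97 as a dashed line. The parental and Round5 points overlap for E2F1 and separate for the other genes.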

**Table 3:** Biological pathways activated by hypomethylation

Pathways	Upregulated genes (1036)		Hypomethylated and upregulated genes (55)			Fisher's Exact Test p-values^§^
			
	Input genes in pathway	Corrected p-value	Input genes in pathway	Genes in pathway	Corrected p-value	
Glioma	6	1.60E-02	3	PIK3R3, PDGFRA, E2F1	8.69E-05	0.003*
Melanoma	5	6.00E-02	3	PIK3R3, PDGFRA, E2F1	3.91E-04	0.001*
Pancreatic cancer	8	3.30E-02	3	PIK3R3, E2F1, TGFBR2	1.10E-03	0.006*
Prostate cancer	9	3.80E-02	3	PIK3R3, PDGFRA, E2F1	1.20E-03	0.009*
Colorectal cancer	6	1.84E-01	3	PIK3R3, E2F1, TGFBR2	1.50E-03	0.003*
Chronic myeloid leukemia	6	1.75E-01	3	PIK3R3, E2F1, TGFBR2	2.50E-03	0.003*
Non-small cell lung cancer	2	6.00E-01	2	PIK3R3, E2F1	2.46E-02	0.003*
Phosphatidylinositol signaling system	4	5.32E-07	1	PIK3R3	2.23E-12	0.196
Gap junction	5	4.12E-02	1	PDGFRA	1.06E-05	0.239
Focal adhesion	17	8.76E-03	2	PIK3R3, PDGFRA	9.13E-05	0.226
MAPK signaling pathway	8	5.90E-02	2	PDGFRA, TGFBR2	9.73E-05	0.063
TGF-beta signaling pathway	6	1.13E-01	1	TGFBR2	5.67E-04	0.280
Adherens junction	7	4.44E-02	1	TGFBR2	6.41E-03	0.318
Regulation of actin cytoskeleton	15	8.57E-02	3	PIK3R3, PDGFRA, MSN	6.73E-03	0.051
Calcium signaling pathway	5	2.65E-01	1	PDGFRA	1.70E-02	0.239
Leukocyte transendothelial migration	9	3.98E-02	2	PIK3R3, MSN	1.92E-02	0.078

Pathways listed are all pathways regulated by hypermethylated and downregulated genes, determined by Pathway Express corrected p-value < 0.05.

^§ ^Pathway enrichment p-values were calculated using a one-tail Fisher's exact test. Asterisks show p-value < 0.05

## Discussion

Platinum compounds have served as a standard therapy for post-surgical ovarian cancer patients for over two decades, as well as for other malignancies, including testicular, bladder, lung, endometrial, and head and neck cancers [52]. Acquired or *de novo *resistance to platinum-based chemotherapy is commonly observed in ovarian cancer, with numerous underlying mechanisms now proposed to explain this phenomenon, including drug inactivation, elevated resistance to apoptosis, decreased recognition of DNA damage, and increased DNA repair [8,9,53,54]. Accumulating evidence now shows that aberrant epigenetic alterations contribute to these chemoresistance-associated phenomena, perhaps even more so than genetic aberrations [10,16]. By comparing and combining genome-wide gene expression and methylation changes observed in cisplatin-sensitive and -resistant ovarian cancer sublines, we discovered both novel and reported pathways and gene ontology (GO) groups likely to mediate acquired cisplatin resistance. These included cell cycle progression (G2/M checkpoint), response to DNA damage, nucleotide binding, and various cellular metabolic processes, in agreement with previous reports [9] and our previous study [55], further supporting a role for promoter CpG island (CGI) methylation in disrupting gene expression during tumor progression.

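Among genes of the DNA damage response, those of homologous recombination and the Fanconi anaemia pathway rose more often than they fell in Round5, while those of nucleotide excision and mismatch repair went both ways. Of 40 measured genes of homologous recombination and the Fanconi anaemia pathway, which repair double-strand breaks and crosslinks, 14 rose, 4 fell and 22 did not pass the test, the same over the list alone. RAD54L, a motor protein of strand exchange, rose from a signal of 676 ± 190.4 to 1788 ± 332 (SD, n = 5 each). Of 22 genes of nucleotide excision repair, the main route for removing platinum adducts, 4 rose and 3 fell, the same over the list alone, with CETN2 at 1.37 and DDB2 at 0.67 on the log2 scale, both of them damage recognition factors. The UVSSA log2 fold change, of a factor of repair at stalled transcription, was -1.06, with adjusted p = 0.213 without probe sets that can bind several transcripts, where another probe set gave -0.62. CETN2 lies in a stretch of chromosome X where 20 of 25 measured genes rose, and UVSSA in a stretch of chromosome 4 where 21 of 25 fell. Of 5 mismatch repair genes, 2 rose and 2 fell, the same over the list alone, with the nuclease EXO1 at 1.12 and MLH3 at -0.85. Of 12 genes of translesion synthesis, 1 rose and 0 fell (0 and 0 over the list alone). Of 27 targets of p53, 5 rose and 6 fell, the same over the list alone. PMAIP1, which encodes the pro-apoptotic protein NOXA, fell from 3735 ± 178 to 559 ± 115 (SD, n = 5 each). FAS, a death receptor, rose from 9225 ± 1333 to 15828 ± 1109 (SD, n = 5 each). The kinase PLK2 was at least 3.19-fold lower, with all Round5 arrays below the floor. By limma's camera, the list of homologous recombination and the Fanconi anaemia pathway moved up against the other genes (adjusted p = 0.00928, adjusted p = 0.0643 with an estimated correlation), with an adjusted p of 0.244 over the 12000 probe sets of highest signal. The lists of nucleotide excision repair (adjusted p = 0.221), mismatch repair (adjusted p = 0.972), translesion synthesis (adjusted p = 0.152) and p53 targets (adjusted p = 0.731) did not pass the test. The theme of DNA damage was taken from the study's results on these arrays, so its direction is not independent evidence.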

One possible explanation for our observed chemoresistance-associated changes in DNA methylation patterns is aberrant activity or substrate specificity of DNA methyltransferase (DNMT) enzymes [56,57]. In the current study, we observed modest but highly significant upregulation of both *DNMT1 *and *DNMT3B *in the cisplatin-resistant Round5 (*i.e*., treated for five drug cycles) A2780 subline (Table 1), suggesting that the altered methylation profile in these cells may be associated with increased or altered DNMT activity. In support of this possibility, a number of other studies have demonstrated pharmacologic or genetic downregulation of *DNMT1 *and *DNMT3B *enhanced chemosensitivity to various platinum drugs, including cisplatin [31,58-61]. Our current results demonstrate that 5-aza-dC and another methylation inhibitor, zebularine, dose-dependently restored chemosensitivity to Round5 cells (Figure 2), and previously we reported upregulation of *DNMT1 *and *DNMT3B *in ovarian cancer cell lines, along with a potential positive correlation between *DNMT1 *overexpression and tumor aggressiveness [62]. Alterations in DNMT isoforms have also been reported in ovarian cancer, with a complex relationship between global DNA hypomethylation and regional hypermethylation [63,64], while one study of serous endometrioid cancer actually demonstrated DNMT downregulation [65].

In addition to aberrant DNMT enzyme activity, drug-induced *de novo *promoter methylation has been hypothesized [66]. This phenomenon is believed to be due to DNA structural distortions resulting from the formation of cisplatin-DNA adducts, allowing subsequent access of DNMTs and/or other auxiliary methylation machinery components to target DNA regions [67,68]. It has also been demonstrated that endogenous DNA damage can alter the site selectivity of DNMT1 or recruit DNMTs to sites of repair [69,70]. The fact that chemoresistance is reproducibly reversible by inhibition of DNA methyltransferases further suggests that patients whose cancers have methylation of multiple relevant genes might be selected as candidates for demethylating therapy, in addition to platinum-based ovarian cancer chemotherapy, an approach that our group (National Institutes of Health, NIH, Study NCT00477386) and others (NIH studies NCT00748527 and NCT00529022) are taking to the clinic [71].

Our promoter CGI methylation profiles from A2780 sublines representing early, intermediate and late-stage cisplatin resistance demonstrated that the total number of hypermethylated genes linearly increased (Spearman correlation 0.99) with increasing cisplatin resistance (Figure 1B). This positive correlation suggests that in concert with altered promoter DNA methylation, distinct methylation profiles progressively may emerge during the development of drug resistance. Our previous studies of methylation profiling of late stage ovarian cancer patient tumors correlated CGI methylation and disease recurrence [22,23], further supporting an association between progressive methylation patterns and advanced disease [24,72]. Such methylation patterns may disrupt specific intracellular signaling pathways, and while using genome-wide approaches to demonstrate direct regulation of gene expression by aberrant promoter CGI methylation has been a challenge in the epigenomics field, direct or indirect biological outcomes of epigenetic modifications commonly associate with specific cellular behavior changes.

To assess the role of promoter CGI methylation in cisplatin resistance, we examined biological pathways potentially dysregulated by hypermethylation (Table 2), showing likely DNA hypermethylation-downregulated pathways such as CAMs, tight junction formation, PPAR signaling, and leukocyte transendothelial migration pathways. CAMs and tight junctions, by affecting signal transduction pathways, are both directly involved in the regulation of cell proliferation, differentiation, and apoptosis [73,74], and loss of functional tight junctions has been associated with tumorigenesis [75]. Specifically, hypermethylation-associated downregulation of numerous claudins, integral membrane protein constituents of tight junctions, has been demonstrated to associate with tumorigenesis and tumor invasion in ovarian and other cancers, including those of the breast, bladder, and colon [76-80]. In addition to alterations in claudin and CAM functions, we observed hypermethylation and downregulation of gene products previously hypothesized as suppressors of ovarian tumor progression, including alpha-integrins (possible regulators of cell proliferation and adhesion), carnitine palmitoyltransferase I (CPT1A, a protein believed to play a role in histone deacetylase inhibition), and N-cadherin (CDH2), a member of the cell adhesion proteins often lost during tumor progression [81-84]. Consequently, using global approaches, our analyses identified several potential links between cell adhesion and the acquisition of chemoresistance, in the context of regulation by epigenetic modification.

By using a similar approach for hypermethylated and downregulated genes in the cisplatin-resistant cells, we identified several pathways likely regulated by promoter CGI hypomethylation, including those characteristic of other cancers, such has pancreatic, prostate, colorectal, non-small cell lung cancers, chronic myeloid leukemia, glioma, and melanoma (Table 3). Interestingly, all significantly enriched pathways were found to be cancer-related, and those broad-based cancer categories commonly included signal transduction pathways such as phosphatidylinositol kinase/Akt, transforming growth factor-beta, the E2F transcription factor family, and platelet-derived growth factor signaling (PDGFR). Specifically, the PI3K/Akt pathway has been shown to contribute to cisplatin resistance by promoting cell proliferation and increasing drug metabolism and resistance to apoptosis [85,86], while E2F transcription factors have been previously implicated in platinum-resistant ovarian cancer [87-89]. Moreover, while regulation of *TGFBR2 *by promoter CGI methylation has previously been reported in lymphoma [90], a role for promoter hypomethylation in dysregulation of that pathway was previously unknown.

Taken together, our pathway analyses suggest significant upregulation of tumor-promoting cascades by hypomethylation and disruption of tumor-suppressive functions by hypermethylation. While many of these genes/pathways have been previously implicated in cisplatin drug response/resistance [9], we also identified various cellular mediators (CIPT1A, alpha-integrins) previously unreported in the action of that widely used chemotherapeutic agent. Finally, although others have reported proteomic [27,28], chromosomal [29,30], gene expression [13,25,54], or histone/DNA modification [91] profiles of cancer cisplatin resistance, we believe this is the first report integrating aberrations in DNA methylation with changes in gene expression to identify likely drug sensitivity-associated biological pathways.

## Conclusion

This study establishes a valuable cell culture model system for the study of promoter CpG island DNA methylation aberrations related to the development of platinum resistance in ovarian cancer and their associated intracellular signaling pathways. We further demonstrate the value of rigorous bioinformatics analyses of integrating DNA methylation and gene expression profiles to elucidate epigenetically regulated pathways associated with the time-dependent acquisition of chemoresistance. Such experimental and computational approaches will be highly valuable for identifying key mediators of chemotherapy resistance as potential biomarkers or therapeutic targets.

## Abbreviations

DMH: differential methylation hybridization; CGI: CpG island; DNMT: DNA methyltransferase; DAVID: Database for Annotation, Visualization and Integrated Discovery; KEGG: Kyoto Encyclopedia of Genes and Genomes; GO: Gene Ontology; PI3K: phosphatidylinositol-3-kinase; CAM: cell adhesion molecule; 5-aza-dC: 5-aza-2'-deoxycytidine; GI_50_: 50% growth inhibition dose.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

ML prepared the manuscript and performed the gene expression assessments and all computational analyses (under the supervision of SK). JSM established the drug resistance culture model and performed the methylation microarray analyses, with supervision from PY and TH-MH. CB oversaw the project design, data interpretation, and final manuscript preparation. MJ performed the pathway validation and DNMT inhibitor assessments (under the supervision of JHC). KPN and SK oversaw the entire project and final manuscript preparation. TH-MH and KPN provided research funding for the study. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

## Supplementary Material

Additional file 1 **Agilent annotation file for the customized 44 K promoter CpG island array**. The annotation file includes detailed information for microarray chip set-up and probe design for the customized 44 K promoter CpG island array used in the DMH experiment. Click here for file

Additional file 2 **Hierarchical clustering of the 3127 significantly up- or down-regulated probes in Round5**. The figure shows the clustering results with gene tree and probe names included of all significantly altered probes in Round5 vs. parental A2780 cells. Click here for file

Additional file 3 **Differentially expressed genes and probes in Round5 vs. parental A2780 cells**. The table lists all 2322 significantly differentially expressed genes, sorted by their average fold-changes, in Round5 vs. parental A2780 cells. Click here for file

Additional file 4 **Functional clustering analysis of all 1036 genes upregulated in Round5**. The table shows the functional annotation clustering analysis results of the upregulated genes in Round5 by DAVID. Functional annotation groups with geometric p-value less than 0.05 are listed. Each functional group contains related annotation terms that represent similar biological functions. Click here for file

Additional file 5 **Functional clustering analysis of all 1286 genes downregulated in Round5**. The table shows the functional annotation clustering analysis results of the downregulated genes in Round5 by DAVID. Functional annotation groups with geometric p-value less than 0.05 are listed. Each functional group contains related annotation terms that represent similar biological functions. Click here for file

## References

[B1] Ries LAG, Melbert D, Krapcho M, Stinchcomb DG, Howlader N, Horner MJ, Mariotto A, Miller BA, Feuer EJ, Altekruse SF (1975). SEER Cancer Statistics Review.

[B2] McGuire WP, Hoskins WJ, Brady MF, Kucera PR, Partridge EE, Look KY, Clarke-Pearson DL, Davidson M (1996). Cyclophosphamide and cisplatin compared with paclitaxel and cisplatin in patients with stage III and stage IV ovarian cancer. N Engl J Med.

[B3] Ozols RF (2005). Treatment goals in ovarian cancer. Int J Gynecol Cancer.

[B4] Agarwal R, Kaye SB (2003). Ovarian cancer: strategies for overcoming resistance to chemotherapy. Nat Rev Cancer.

[B5] Stewart DJ (2007). Mechanisms of resistance to cisplatin and carboplatin. Crit Rev Oncol Hematol.

[B6] Crul M, van Waardenburg RC, Beijnen JH, Schellens JH (2002). DNA-based drug interactions of cisplatin. Cancer Treat Rev.

[B7] Cepeda V, Fuertes MA, Castilla J, Alonso C, Quevedo C, Perez JM (2007). Biochemical mechanisms of cisplatin cytotoxicity. Anticancer Agents Med Chem.

[B8] Kelland L (2007). The resurgence of platinum-based cancer chemotherapy. Nat Rev Cancer.

[B9] Siddik ZH (2003). Cisplatin: mode of cytotoxic action and molecular basis of resistance. Oncogene.

[B10] Balch C, Huang TH, Brown R, Nephew KP (2004). The epigenetics of ovarian cancer drug resistance and resensitization. Am J Obstet Gynecol.

[B11] Feinberg AP, Tycko B (2004). The history of cancer epigenetics. Nat Rev Cancer.

[B12] Fojo T, Bates S (2003). Strategies for reversing drug resistance. Oncogene.

[B13] Jones PA, Baylin SB (2007). The epigenomics of cancer. Cell.

[B14] Konstantinopoulos PA, Fountzilas E, Pillay K, Zerbini L, Libermann TA, Cannistra SA, Spentzos D (2008). Carboplatin-induced gene expression changes in vitro are prognostic of survival in epithelial ovarian cancer. BMC Med Genomics.

[B15] Takai D, Jones PA (2002). Comprehensive analysis of CpG islands in human chromosomes 21 and 22. Proc Natl Acad Sci USA.

[B16] Balch C, Montgomery JS, Paik HI, Kim S, Huang TH, Nephew KP (2005). New anti-cancer strategies: epigenetic therapies and biomarkers. Front Biosci.

[B17] Brown R, Hirst GL, Gallagher WM, McIlwrath AJ, Margison GP, Zee AG van der, Anthoney DA (1997). hMLH1 expression and cellular responses of ovarian tumour cells to treatment with cytotoxic anticancer agents. Oncogene.

[B18] Cunningham JM, Christensen ER, Tester DJ, Kim CY, Roche PC, Burgart LJ, Thibodeau SN (1998). Hypermethylation of the hMLH1 promoter in colon cancer with microsatellite instability. Cancer Res.

[B19] Kitajima Y, Miyazaki K, Matsukura S, Tanaka M, Sekiguchi M (2003). Loss of expression of DNA repair enzymes MGMT, hMLH1, and hMSH2 during tumor progression in gastric cancer. Gastric Cancer.

[B20] Martini M, Ciccarone M, Garganese G, Maggiore C, Evangelista A, Rahimi S, Zannoni G, Vittori G, Larocca LM (2002). Possible involvement of hMLH1, p16(INK4a) and PTEN in the malignant transformation of endometriosis. Int J Cancer.

[B21] Dai W, Teodoridis JM, Graham J, Zeller C, Huang TH, Yan P, Vass JK, Brown R, Paul J (2008). Methylation Linear Discriminant Analysis (MLDA) for identifying differentially methylated CpG islands. BMC Bioinformatics.

[B22] Wei SH, Balch C, Paik HH, Kim YS, Baldwin RL, Liyanarachchi S, Li L, Wang Z, Wan JC, Davuluri RV (2006). Prognostic DNA methylation biomarkers in ovarian cancer. Clin Cancer Res.

[B23] Wei SH, Chen CM, Strathdee G, Harnsomburana J, Shyu CR, Rahmatpanah F, Shi H, Ng SW, Yan PS, Nephew KP (2002). Methylation microarray analysis of late-stage ovarian carcinomas distinguishes progression-free survival in patients and identifies candidate epigenetic markers. Clin Cancer Res.

[B24] Watts GS, Futscher BW, Holtan N, Degeest K, Domann FE, Rose SL (2008). DNA methylation changes in ovarian cancer are cumulative with disease progression and identify tumor stage. BMC Med Genomics.

[B25] Hsu DS, Balakumaran BS, Acharya CR, Vlahovic V, Walters KS, Garman K, Anders C, Riedel RF, Lancaster J, Harpole D (2007). Pharmacogenomic strategies provide a rational approach to the treatment of cisplatin-resistant patients with advanced cancer. J Clin Oncol.

[B26] Riedel RF, Porrello A, Pontzer E, Chenette EJ, Hsu DS, Balakumaran B, Potti A, Nevins J, Febbo PG (2008). A genomic approach to identify molecular pathways associated with chemotherapy resistance. Mol Cancer Ther.

[B27] Stewart JJ, White JT, Yan X, Collins S, Drescher CW, Urban ND, Hood L, Lin B (2006). Proteins associated with Cisplatin resistance in ovarian cancer cells identified by quantitative proteomic technology and integrated with mRNA expression levels. Mol Cell Proteomics.

[B28] Yan XD, Pan LY, Yuan Y, Lang JH, Mao N (2007). Identification of platinum-resistance associated proteins through proteomic analysis of human ovarian cancer cells and their platinum-resistant sublines. Journal of proteome research.

[B29] Prasad M, Bernardini M, Tsalenko A, Marrano P, Paderova J, Lee CH, Ben-Dor A, Barrett MT, Squire JA (2008). High definition cytogenetics and oligonucleotide aCGH analyses of cisplatin-resistant ovarian cancer cells. Genes, chromosomes & cancer.

[B30] Wasenius VM, Jekunen A, Monni O, Joensuu H, Aebi S, Howell SB, Knuutila S (1997). Comparative genomic hybridization analysis of chromosomal changes occurring during development of acquired resistance to cisplatin in human ovarian carcinoma cells. Genes, chromosomes & cancer.

[B31] Balch C, Yan P, Craft T, Young S, Skalnik DG, Huang TH, Nephew KP (2005). Antimitogenic and chemosensitizing effects of the methylation inhibitor zebularine in ovarian cancer. Molecular cancer therapeutics.

[B32] Fan M, Yan PS, Hartman-Frey C, Chen L, Paik H, Oyer SL, Salisbury JD, Cheng AS, Li L, Abbosh PH (2006). Diverse gene expression and DNA methylation profiles correlate with differential adaptation of breast cancer cells to the antiestrogens tamoxifen and fulvestrant. Cancer Res.

[B33] Yan PS, Wei SH, Huang TH (2002). Differential methylation hybridization using CpG island arrays. Methods Mol Biol.

[B34] Yan PS, Chen CM, Shi H, Rahmatpanah F, Wei SH, Huang TH (2002). Applications of CpG island microarrays for high-throughput analysis of DNA methylation. J Nutr.

[B35] Gentleman RC, Carey VJ, Bates DM, Bolstad B, Dettling M, Dudoit S, Ellis B, Gautier L, Ge Y, Gentry J (2004). Bioconductor: open software development for computational biology and bioinformatics. Genome Biol.

[B36] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: A practical and powerful approach to multiple testing. Journal of the Royal Statistical Society Series B (Methodological).

[B37] Benjamini Y, Yekutieli D (2001). The control of the false discovery rate in multiple testing under dependency. Ann Stat.

[B38] Norris AW, Kahn CR (2006). Analysis of gene expression in pathophysiological states: balancing false discovery and false negative rates. Proc Natl Acad Sci USA.

[B39] Eisen MB, Spellman PT, Brown PO, Botstein D (1998). Cluster analysis and display of genome-wide expression patterns. Proc Natl Acad Sci USA.

[B40] Onto-Tools (The Intelligent Systems and Bioinformatics Laboratory). http://vortex.cs.wayne.edu/Projects.html.

[B41] Draghici S, Khatri P, Tarca AL, Amin K, Done A, Voichita C, Georgescu C, Romero R (2007). A systems biology approach for pathway level analysis. Genome Res.

[B42] KEGG: Kyoto Encyclopedia of Genes and Genomes. http://www.genome.jp/kegg/pathway.html.

[B43] Dennis G, Sherman BT, Hosack DA, Yang J, Gao W, Lane HC, Lempicki RA (2003). DAVID: Database for Annotation, Visualization, and Integrated Discovery. Genome Biol.

[B44] Huang da W, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc.

[B45] Database for Annotation, Visualization and Integrated Discovery (DAVID). http://david.abcc.ncifcrf.gov/.

[B46] Eva A, Robbins KC, Andersen PR, Srinivasan A, Tronick SR, Reddy EP, Ellmore NW, Galen AT, Lautenberger JA, Papas TS (1982). Cellular genes analogous to retroviral onc genes are transcribed in human tumour cells. Nature.

[B47] Behrens BC, Hamilton TC, Masuda H, Grotzinger KR, Whang-Peng J, Louie KG, Knutsen T, McKoy WM, Young RC, Ozols RF (1987). Characterization of a cis-diamminedichloroplatinum(II)-resistant human ovarian cancer cell line and its use in evaluation of platinum analogues. Cancer Res.

[B48] Gal-Yam EN, Saito Y, Egger G, Jones PA (2008). Cancer epigenetics: modifications, screening, and therapy. Annu Rev Med.

[B49] Cheng JC, Weisenberger DJ, Gonzales FA, Liang G, Xu GL, Hu YG, Marquez VE, Jones PA (2004). Continuous zebularine treatment effectively sustains demethylation in human bladder cancer cells. Mol Cell Biol.

[B50] Foubister V (2003). Drug reactivates genes to inhibit cancer. Drug Discov Today.

[B51] Ashburner M, Ball CA, Blake JA, Botstein D, Butler H, Cherry JM, Davis AP, Dolinski K, Dwight SS, Eppig JT (2000). Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. Nat Genet.

[B52] Lebwohl D, Canetta R (1998). Clinical development of platinum complexes in cancer therapy: an historical perspective and an update. Eur J Cancer.

[B53] Lamendola DE, Duan Z, Yusuf RZ, Seiden MV (2003). Molecular description of evolving paclitaxel resistance in the SKOV-3 human ovarian carcinoma cell line. Cancer Res.

[B54] Sakamoto M, Kondo A, Kawasaki K, Goto T, Sakamoto H, Miyake K, Koyamatsu Y, Akiya T, Iwabuchi H, Muroya T (2001). Analysis of gene expression profiles associated with cisplatin resistance in human ovarian cancer cell lines and tissues using cDNA microarray. Hum Cell.

[B55] Li M, Paik HI, Balch C, Kim Y, Li L, Huang TH, Nephew KP, Kim S (2008). Enriched transcription factor binding sites in hypermethylated gene promoters in drug resistant cancer cells. Bioinformatics.

[B56] Rhee I, Bachman KE, Park BH, Jair KW, Yen RW, Schuebel KE, Cui H, Feinberg AP, Lengauer C, Kinzler KW (2002). DNMT1 and DNMT3b cooperate to silence genes in human cancer cells. Nature.

[B57] Robertson KD, Uzvolgyi E, Liang G, Talmadge C, Sumegi J, Gonzales FA, Jones PA (1999). The human DNA methyltransferases (DNMTs) 1, 3a and 3b: coordinate mRNA expression in normal tissues and overexpression in tumors. Nucleic Acids Res.

[B58] Mishra MV, Bisht KS, Sun L, Muldoon-Jacobs K, Awwad R, Kaushal A, Nguyen P, Huang L, Pennington JD, Markovina S (2008). DNMT1 as a molecular target in a multimodality-resistant phenotype in tumor cells. Mol Cancer Res.

[B59] Plumb JA, Strathdee G, Sludden J, Kaye SB, Brown R (2000). Reversal of drug resistance in human tumor xenografts by 2'-deoxy-5-azacytidine-induced demethylation of the hMLH1 gene promoter. Cancer Res.

[B60] Qiu YY, Mirkin BL, Dwivedi RS (2005). Inhibition of DNA methyltransferase reverses cisplatin induced drug resistance in murine neuroblastoma cells. Cancer Detect Prev.

[B61] Strathdee G, MacKean MJ, Illand M, Brown R (1999). A role for methylation of the hMLH1 promoter in loss of hMLH1 expression and drug resistance in ovarian cancer. Oncogene.

[B62] Ahluwalia A, Hurteau JA, Bigsby RM, Nephew KP (2001). DNA methylation in ovarian cancer. II. Expression of DNA methyltransferases in ovarian cancer cell lines and normal ovarian epithelial cells. Gynecol Oncol.

[B63] Ehrlich M, Woods CB, Yu MC, Dubeau L, Yang F, Campan M, Weisenberger DJ, Long T, Youn B, Fiala ES (2006). Quantitative analysis of associations between DNA hypermethylation, hypomethylation, and DNMT RNA levels in ovarian tumors. Oncogene.

[B64] Teodoridis JM, Hall J, Marsh S, Kannall HD, Smyth C, Curto J, Siddiqui N, Gabra H, McLeod HL, Strathdee G (2005). CpG island methylation of DNA damage response genes in advanced ovarian cancer. Cancer Res.

[B65] Xiong Y, Dowdy SC, Xue A, Shujuan J, Eberhardt NL, Podratz KC, Jiang SW (2005). Opposite alterations of DNA methyltransferase gene expression in endometrioid and serous endometrial cancers. Gynecol Oncol.

[B66] Wei SH, Brown R, Huang TH (2003). Aberrant DNA methylation in ovarian cancer: is there an epigenetic predisposition to drug response?. Annals of the New York Academy of Sciences.

[B67] Nyce J, Leonard S, Canupp D, Schulz S, Wong S (1993). Epigenetic mechanisms of drug resistance: drug-induced DNA hypermethylation and drug resistance. Proc Natl Acad Sci USA.

[B68] Nyce J, Liu L, Jones PA (1986). Variable effects of DNA-synthesis inhibitors upon DNA methylation in mammalian cells. Nucleic Acids Res.

[B69] Mortusewicz O, Schermelleh L, Walter J, Cardoso MC, Leonhardt H (2005). Recruitment of DNA methyltransferase I to DNA repair sites. Proc Natl Acad Sci USA.

[B70] Valinluck V, Sowers LC (2007). Endogenous cytosine damage products alter the site selectivity of human DNA maintenance methyltransferase DNMT1. Cancer Res.

[B71] ClinicalTrials.gov. http://clinicaltrials.gov/ct2/search.

[B72] Costello JF, Fruhwald MC, Smiraglia DJ, Rush LJ, Robertson GP, Gao X, Wright FA, Feramisco JD, Peltomaki P, Lang JC (2000). Aberrant CpG-island methylation has non-random and tumour-type-specific patterns. Nat Genet.

[B73] Matter K, Aijaz S, Tsapara A, Balda MS (2005). Mammalian tight junctions in the regulation of epithelial differentiation and proliferation. Curr Opin Cell Biol.

[B74] Matter K, Balda MS (2003). Signalling to and from tight junctions. Nat Rev Mol Cell Biol.

[B75] Morin PJ (2005). Claudin proteins in human cancer: promising new targets for diagnosis and therapy. Cancer Res.

[B76] Honda H, Pazin MJ, D'Souza T, Ji H, Morin PJ (2007). Regulation of the CLDN3 gene in ovarian cancer cells. Cancer Biol Ther.

[B77] Nakayama F, Semba S, Usami Y, Chiba H, Sawada N, Yokozaki H (2008). Hypermethylation-modulated downregulation of claudin-7 expression promotes the progression of colorectal carcinoma. Pathobiology.

[B78] Osanai M, Murata M, Chiba H, Kojima T, Sawada N (2007). Epigenetic silencing of claudin-6 promotes anchorage-independent growth of breast carcinoma cells. Cancer Sci.

[B79] Boireau S, Buchert M, Samuel MS, Pannequin J, Ryan JL, Choquet A, Chapuis H, Rebillard X, Avances C, Ernst M (2007). DNA-methylation-dependent alterations of claudin-4 expression in human bladder carcinoma. Carcinogenesis.

[B80] Litkouhi B, Kwong J, Lo CM, Smedley JG, McClane BA, Aponte M, Gao Z, Sarno JL, Hinners J, Welch WR (2007). Claudin-4 overexpression in epithelial ovarian cancer is associated with hypomethylation and is a potential target for modulation of tight junction barrier function using a C-terminal fragment of Clostridium perfringens enterotoxin. Neoplasia.

[B81] Cruet-Hennequart S, Maubant S, Luis J, Gauduchon P, Staedel C, Dedhar S (2003). alpha(v) integrins regulate cell proliferation through integrin-linked kinase (ILK) in ovarian cancer cells. Oncogene.

[B82] Maubant S, Cruet-Hennequart S, Poulain L, Carreiras F, Sichel F, Luis J, Staedel C, Gauduchon P (2002). Altered adhesion properties and alphav integrin expression in a cisplatin-resistant human ovarian carcinoma cell line. Int J Cancer.

[B83] Mazzarelli P, Pucci S, Bonanno E, Sesti F, Calvani M, Spagnoli LG (2007). Carnitine palmitoyltransferase I in human carcinomas: a novel role in histone deacetylation?. Cancer Biol Ther.

[B84] Pon YL, Auersperg N, Wong AS (2005). Gonadotropins regulate N-cadherin-mediated human ovarian surface epithelial cell survival at both post-translational and transcriptional levels through a cyclic AMP/protein kinase A pathway. J Biol Chem.

[B85] Hennessy BT, Smith DL, Ram PT, Lu Y, Mills GB (2005). Exploiting the PI3K/AKT pathway for cancer drug discovery. Nat Rev Drug Discov.

[B86] Zhang L, Huang J, Yang N, Greshock J, Liang S, Hasegawa K, Giannakakis A, Poulos N, O'Brien-Jenkins A, Katsaros D (2007). Integrative genomic analysis of phosphatidylinositol 3'-kinase family identifies PIK3R3 as a potential therapeutic target in epithelial ovarian cancer. Clin Cancer Res.

[B87] Dressman HK, Berchuck A, Chan G, Zhai J, Bild A, Sayer R, Cragun J, Clarke J, Whitaker RS, Li L (2007). An integrated genomic-based approach to individualized treatment of patients with advanced-stage ovarian cancer. J Clin Oncol.

[B88] Reimer D, Sadr S, Wiedemair A, Stadlmann S, Concin N, Hofstetter G, Muller-Holzner E, Marth C, Zeimet AG (2007). Clinical relevance of E2F family members in ovarian cancer – an evaluation in a training set of 77 patients. Clin Cancer Res.

[B89] Wang A, Li CJ, Reddy PV, Pardee AB (2005). Cancer chemotherapy by deoxynucleotide depletion and E2F-1 elevation. Cancer Res.

[B90] Chen G, Ghosh P, Osawa H, Sasaki CY, Rezanka L, Yang J, O'Farrell TJ, Longo DL (2007). Resistance to TGF-beta 1 correlates with aberrant expression of TGF-beta receptor II in human B-cell lymphoma cell lines. Blood.

[B91] Chekhun VF, Lukyanova NY, Kovalchuk O, Tryndyak VP, Pogribny IP (2007). Epigenetic profiling of multidrug-resistant human MCF-7 breast adenocarcinoma cells reveals novel hyper- and hypomethylated targets. Mol Cancer Ther.

How the deposited data were processed for this re-analysis (not part of the article)

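Gene expression was measured in 5 arrays of parental A2780 cells and 5 arrays of the Round5 subline on Affymetrix Human U133 plus 2.0 GeneChips. The deposited values are signal intensities that the authors computed with MAS5, on a linear scale, with each array scaled to a trimmed mean of about the same size. The version of MAS5, the scaling target and the present or absent calls are not stated in the labels. The values were checked to be positive and unlogged, and no array was a copy of another: the highest number of identical values in any pair was 98. The methylation arrays, growth curves and drug treatments of the paper are not analysed here.

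The table holds 54675 probe sets, of which 62 controls were left out of the tests. Gene symbols came from the platform annotation and were matched by gene identifier to a reference table of the GRCh38.p14 assembly, which also gave the order of genes on each chromosome. A single symbol was listed for 41091 probe sets, several for 1801 and none for 11721, and 41037 matched the reference. No coordinates are given, as the array has no stated genome build.

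Signals were taken to log2 without further normalization. The paper's filter rests on detection calls, so the same number of probe sets, 23723, was kept by the larger of the mean log2 signals of the sublines. Sublines were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariate), with Benjamini-Hochberg adjustment and an adjusted p under 0.05. The paper's thresholds are p under 0.01, FDR under 0.05 and a fold of at least 1.5. A gene was represented by the probe set with the highest mean log2 signal among those that name only that gene. Folds are ratios of mean signals unless given on the log2 scale.

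Genes named in the text were chosen by a rule written before the data were examined, though values in part of the paper's Additional file 3 had been seen. The rule takes genes with a stated expression change in the text or Tables 1 to 3, the 10 largest rises and 10 largest falls among called genes with no overlap between sublines, up to 3 rises and 3 falls per gene list, and a list of platinum response genes from the literature. Of the examples per list, those whose call held under nearly all alternatives are the ones mostly named. Genes outside the rule are named only as the ends of windows, as neighbors of CDH2 and as markers of fibroblasts.

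In total 41 gene lists were written beforehand, with themes of cell cycle, DNA damage, splicing, proteasome, glycolysis, citrate cycle, complex I, cholesterol and transcription taken from the paper's Additional files 4 and 5, and members from general knowledge. The 38 with at least 5 measured members were tested with limma's camera at its preset correlation of 0.01, which compares a list with all other genes, and adjusted over the lists. Of these, 20 were called, 14 up and 6 down. With the correlation estimated from the arrays, 5 stayed called, those of Table 2, Table 3, cholesterol synthesis, the citrate cycle and mesenchymal genes. Among lists that lost their call, the estimate was above the preset for mitosis (0.25) and ribosomal proteins (0.65). It was below the preset for DNA methylation (-0.020), E2F (-0.0012) and homologous recombination (5.5e-04). A lost call thus does not by itself show that a list's genes vary together, and its cause was not tested. Limma's fry, which asks whether a list's genes move one way on balance and does not compare them with other genes, called 30.

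Arrays were clustered by average linkage on centered correlations. The order of genes was tested by the correlation of log2 fold changes of next neighbors and by medians over windows of 25 genes, each against 1000 shuffles of gene order within chromosomes. Group differences of single values used exact permutation tests.

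The steps were tested on simulated data with the spread of the real arrays. Among 23723 simulated probe sets, 15.2% of those changed 1.5-fold were recovered, 60.0% at 2-fold, 89.6% at 4-fold and 93.8% at 8-fold, and 12 unchanged ones were called. These rates come from 46, 50, 48 and 48 changed probe sets, where 6407 were called in the real data, so they need not hold there. Of 40 simulated lists without a shift, 0 were called. That does not speak for lists whose genes vary together between arrays. In the real data the estimated correlation reached 0.65 for ribosomal proteins and 0.67 for the ATF4 list.

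The alternatives were no filter, another ranking or a stricter filter of 12000 probe sets, median centering or quantile normalization, 16 added to each signal, an intensity trend, array weights, the methods' t-test, a replicate block, leaving out probe sets ending in _x_at or _s_at (which can bind several transcripts), leaving out each array in turn, other probe sets of a gene, other fold thresholds, and other set tests. The ACTB 3' to 5' ratio as a covariate and leaving out the 3 arrays of lowest median signal were added after the data were seen.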

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

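The analysis with the ACTB 3' to 5' ratio as a covariate was chosen after the data were seen but before its own result, and the other tests of this part before.

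Log2 fold changes of genes that are next neighbors on a chromosome, a position the paper does not analyse, correlated across 11349 pairs (r = 0.168). Chance order was argued against, as the highest of 1000 shuffles was 0.0490, and so were related genes that share probe sequence, as r was 0.127 without them and without probe sets ending in _x_at or _s_at (highest shuffle 0.0339). On chromosome X, windows of 25 genes from FMR1 to PDZD4, ELF4 to HTATSF1 and ARHGAP4 to VAMP7 had medians of 0.90, 0.75 and 0.70, and on chromosome 4 DGKQ to NOP14 and TBC1D14 to PACRGL had -0.97 and -0.85, with 0, 5, 12, 12 and 58 of the 1000 shuffles holding a window as extreme. Around CDH2 on chromosome 18, DSC2 (-2.32), DSG2 (-0.93) and B4GALT6 (-0.75) fell with CDH2, while KLHL14 (3.98), CCDC178 (3.04) and ASXL3, next to one another, rose. The median of the 25 genes differed from that of all genes by -0.028 (5 rose, 8 fell). The 25 genes as a set thus showed no shift in 1 direction, which bears only on a gain or loss of the whole stretch. The median cannot decide on gains or losses of parts of the stretch, as falls and rises offset each other in it. A gain of part of chromosome X and a loss of part of chromosome 4 in Round5 may be behind the first 4 windows, a hypothesis that the copy number of these stretches in both sublines would test and that no DNA measured here does, and shared regulation of neighbors stays open.

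Genes of the mesenchymal and extracellular matrix list moved up (19 rose, 6 fell and 13 did not pass the test of 38 measured, 19 and 9 over the list alone, camera adjusted p = 0.00293, adjusted p = 0.0379 with an estimated correlation). LOXL1 was at least 4.66-fold higher and COL1A2 rose by a log2 fold change of 3.57, while LOX was at least 8.65-fold lower and COL6A3 fell (-5.24). Fibroblasts among the Round5 cells, which the paper grew from clonally derived A2780 cells, would raise their markers, and of COL3A1, LUM, DCN and THY1, 2 of 4 rose, COL3A1 (0.46, and a fitted 1.87 by a faint probe set below the floor in every parental array, so of unknown size) and LUM (0.70, and for another probe set a LUM log2 fold change of 0.17, adjusted p = 0.647), while DCN fell (-0.71, and 0.15 by another probe set, adjusted p = 0.650). S100A4 also fell (-1.58), and SPARC, FAP, MFAP5 and DPT stayed below the filter in Round5, which probe sets that bind weakly would give too. THY1 did not pass the test (-0.16, limma adjusted p = 0.530). Parental cells already gave mean signals of 47442 for COL3A1, 49156 for DCN and 19354 for LUM. A small share of fibroblasts might therefore not move these markers. The test of the 4 markers was met neither way, so fibroblasts and a change of the A2780 cells themselves cannot be told apart.

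The epithelial list moved down (7 fell and 1 rose of 16 measured, 8 and 1 over the list alone, camera adjusted p = 0.0226, adjusted p = 0.192 with an estimated correlation). ESRP1, a splicing regulator of epithelial cells, was at least 1.41-fold lower, and MAL2 at least 1.49-fold lower. The call ended without a filter (0.0549), ranked by the mean of all arrays (0.157), with 12000 probe sets (0.757), without probe sets ending in _x_at or _s_at (0.0759) and with the ACTB ratio as a covariate (0.0757).

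The list of glutathione and NRF2 genes moved up (18 rose and 4 fell of 39 measured, 19 and 4 over the list alone, camera adjusted p = 0.00203, adjusted p = 0.136 with an estimated correlation), with the peroxidase PRDX1 at 0.95 and the glutathione transferase GSTP1 at 0.88, and with the ferritin chain FTL at -0.56.

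The list of platinum transport and metallothionein genes moved down (9 fell and 1 rose of 20 measured, the same over the list alone, camera adjusted p = 0.00885, adjusted p = 0.157 with an estimated correlation, and 0.233 without probe sets ending in _x_at or _s_at). MT2A, a metallothionein, fell (-1.46), as did LRRC8B (-1.51) and LRRC8C (-1.32), subunits of volume-regulated anion channels, while the copper chaperone ATOX1 rose (1.14).

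Single arrays lay apart from the other 4 of their subline in 4 of 74 groups of 37 named genes, where chance gives about 1 in 20 groups. They were parental replicate 1 for TGFBR2 (log2 signal 10.35, others 10.52 to 10.58), parental replicate 3 for ASXL3 (4.12, others 7.71 to 8.44), and Round5 replicate 2 for LGR5 (3.04, others 5.51 to 6.39) and for SOSTDC1 (2.26, others 3.94 to 4.60). The interquartile range of log2 signal was 4.69 in parental replicate 4 and 4.03 to 4.17 in the other parental arrays.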

How the results depend on the processing

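The ACTB covariate and the settings without the 3 arrays of lowest median signal were chosen after seeing the data. DNMT1 (log2 fold change 0.62 to 0.80, adjusted p up to 0.0497) and DNMT3B (0.68 to 0.92, adjusted p up to 0.0321) stayed higher in Round5 and past the threshold in all 23 alternatives that measured them; both are read by a probe set ending in _s_at, so leaving those out gives no value. The clustering (difference of correlations 0.123 to 1.10, 18 alternatives) and the neighbor correlation (0.122 to 0.188, 24 alternatives) kept their calls.

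With 6407 probe sets past adjusted p under 0.05, the number was 2856 without a filter (2462 of them among the 6407), 2730 without probe sets ending in _x_at or _s_at (2348 shared) and 3598 without the 3 arrays (3391 shared). The 4171 probe sets and 2806 genes past the paper's thresholds became 2260.0 and 1593 with the 12000 highest probe sets, 2450.0 and 1847 without those ending in _x_at or _s_at, 1703 and 1157 at a fold of 2, and 2524 and 1718 with treat. Fewer probe sets (the 12000 highest), fewer arrays or a stricter fold explain part of these by construction. For no filter and for leaving out probe sets ending in _x_at or _s_at, the cause was not tested. In the latter setting the median log2 fold change was -0.22, near -0.21 without a filter and away from -0.09 in the main analysis. A part played by fainter probe sets in that setting is therefore not excluded. Camera with an estimated correlation called 5 lists and not 20. Leaving out each array gave 5195 to 6377 probe sets past the adjusted p, 3758 to 4438 past the paper's thresholds, 2559 to 2966 genes and 20 to 22 lists. The methods' t-test gave 4894 probe sets at its p threshold, 5003 after Benjamini-Hochberg and 3229 at all of the paper's thresholds.

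The replicate numbers were not taken to pair the arrays, as the labels name no shared origin and 3 of 5 same-numbered pairs, not all, had deviations that correlated over 0.1 (0.0853 to 0.349). That 6 of 10 arrays correlated best with their own number is a hint from the data that some origin was shared. The highest correlation, though, was that of a pair with different numbers, parental replicate 4 and Round5 replicate 5 (0.376). With a replicate block 6985 probe sets passed the adjusted p and 4437 the paper's thresholds, with no list call changed. Adjusted p moved past 0.05 for HELLS, RAD18, HRK, SPINT2, HSPH1 and BRCA1.

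Over the named genes and their alternatives 4515 values kept direction and side of the threshold, 369 fell short of it, 8 newly passed and 27 reversed; the causes were not tested. Reversed log2 fold changes were 0.0096 for XPA and 0.015 for MGMT with median centering, 0.013 for MGMT with quantile normalization, 0.11 for LRRC8A with the ACTB covariate, and, without probe sets ending in _x_at or _s_at, 1.31 for PATJ, -0.87 for GINS2 and -0.035 for SNRPA1. Leaving out each array gave -0.046 to 0.14 for SFN, -0.19 to 0.032 for MGMT and -0.27 to 0.031 for CCNE1. The mean over probe sets gave 0.21 for PMS1. Other probe sets gave -0.68 for ASXL3, -0.87 for GINS2, 1.28 and 0.74 for PMS1, -0.24 for CASP10, -0.58 for NFE2L2, 0.20 for GSTA4, -0.035 for SNRPA1, 0.085 for SRSF6, -0.31 for SMARCA4, -0.097 for CDK8, 0.0079 for MED13, 0.15 for DCN and -0.056 for BRCA1. Signals under the floor set only lower limits on folds.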

Differences from the paper's values

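The tests of this part were set before the data were examined, except the ACTB covariate for E2F1. Fold changes of the DNA methyltransferases match the paper's. The p and FDR of DNMT1 and DNMT3B differ. For DNMT1 the paper's p is 0.0011 and the value here 6.0e-04, and the paper's FDR is 0.0123 and the value here 0.00591. For DNMT3B the paper's p is 0.0004 and the value here 1.6e-04, and the paper's FDR is 0.0069 and the value here 0.00231.

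The methods' t-test, the test the paper's methods name, gives 0.00108 and 0.0121 for DNMT1 and 4.1e-04 and 0.00680 for DNMT3B, each within 1.5 times the paper's value. For the p of DNMT1, quantile normalization (7.5e-04) and leaving out parental replicate 5 or Round5 replicate 2, 3 or 5 also come within 1.5 times of the paper's value, and for that of DNMT3B leaving out parental replicate 1, 4 or 5 or Round5 replicate 2, 3, 4 or 5. For the FDR of DNMT1 the replicate block (0.0167) and leaving out any array but parental replicate 4 or Round5 replicate 4 do, and for that of DNMT3B the replicate block (0.00894) and leaving out parental replicate 1, 4 or 5 or Round5 replicate 3, 4 or 5. The other alternatives with a value do not.

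E2F1 is higher in Round5 in the paper. The E2F1 log2 fold change of the brightest probe set was 0.38 (limma adjusted p = 0.332). The fainter probe set gave 0.69 (limma adjusted p = 0.0168) and the mean of both 0.53 (limma adjusted p = 0.0426). With the ACTB 3' to 5' ratio as a covariate, chosen after seeing the data, it was 0.73 (limma adjusted p = 0.0350), and every gene of Tables 1 to 3 called here kept its call.

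PTPA is among the genes the paper counts as lower. It fell here in all 3 probe sets, and its brightest was 1.47-fold lower, short of the paper's fold of 1.5, where the others were 1.58-fold and 1.60-fold lower.

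At the paper's thresholds 4171 probe sets passed here, and the methods' t-test gave 3229, where the paper's count is 3127. Of the paper's table of these, 1999 probe sets could be read, and the methods' t-test on the deposited signals matched the p and the fold of all 1999 within 1%. Of them 1961 passed the paper's thresholds here.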

Other observations

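The test of quantile normalization was chosen after its result was seen, and the ACTB covariate and the setting without the 3 arrays of lowest median signal after the data but before their own results. The test of the spiked-in controls was added after the pattern and the other results on it were seen, but before the values of the controls; the other tests of this part were set before.

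Genes tied to platinum response in the literature went both ways in Round5, with 10 up, 6 down and 12 not past the test of 28 measured (10 and 7 over the list alone, camera adjusted p = 0.731, median -0.08 with an upward test). SLFN11, which stops replication after DNA damage, rose from a signal of 365 ± 101 to 2118 ± 191 (SD, n = 5 each), a log2 fold change of 2.58, and CXCR4 rose, from a parental mean near the floor, TOP2A by 0.70 and BRCC3, in a stretch of chromosome X where 16 of 25 measured genes rose, by 0.84. ALDH1A1, a detoxifying dehydrogenase, fell from 4107 ± 764 to 343 ± 89.8 (SD, n = 5 each), and S100A4 fell (-1.58). The repair gene ERCC1 (-0.25), the copper transporters SLC31A1 (0.18) and ATP7B (-0.39) and the survival gene BCL2L1 (-0.34) did not pass the test. ABCC2, IL6, SPARC, HSPA2 and ARMCX2 were below the filter.

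Immediate-early and heat shock genes included JUN, which fell from 7913 ± 443 to 2215 ± 412 (SD, n = 5 each), FOSB (-1.79) and KLF4, at least 4.85-fold lower, while the chaperone gene HSP90AA1 rose (HSP90AA1 log2 fold change 0.81, adjusted p = 0.0151, and 0.0811 without a filter) (12 fell and 5 rose of 27, 12 and 6 over the list alone, camera adjusted p = 0.0609). That list was called in 12 of 25 alternatives, of which fry is another kind of test, among them quantile normalization (0.0317) and leaving out parental replicate 2 (0.0391) or Round5 replicate 3 (0.0414) or 4 (0.0265). Of 24 hypoxia genes 8 rose and 3 fell (10 and 3 over the list alone, camera adjusted p = 0.0555), with PGK1 at 0.93 (0.37 by another probe set, adjusted p = 0.605) and VEGFA at -0.76, and the list was called in 11 of 25 alternatives, again with fry, among them leaving out parental replicate 3, 4 or 5 or Round5 replicate 2, 3 or 4 (lowest 0.0350). Of 39 interferon-stimulated genes 7 rose and 9 fell (7 and 10 over the list alone, camera adjusted p = 0.663), with IFI44L at -2.38. Of 24 HOX genes 6 rose and 3 fell (8 and 3 over the list alone, camera adjusted p = 0.152, and 0.0393 without a filter), with HOXD10 at least 1.59-fold higher (HOXD10 log2 fold change with adjusted p = 0.0682 without the 3 arrays of lowest median signal) and HOXB2 at -1.14. Of 29 apoptosis regulators 4 rose and 2 fell (3 and 1 over the list alone, camera adjusted p = 0.693, median 0.06 and mean -0.12). Of 7 fibroblast markers 2 rose and 2 fell, the same over the list alone (camera adjusted p = 0.965). Too few members were measured to test the others: 1 leukocyte marker, CORO1A, which rose from a parental mean below the floor, 3 endothelial markers, of which PECAM1 fell (adjusted p = 0.0162, 0.0844 without a filter) and 2 fell over the list alone, and 1 cancer-testis antigen, PRAME, which rose (PRAME log2 fold change 0.61, adjusted p = 0.0206, 0.0578 by the methods' t-test and 0.109 without a filter).

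The number of calls is beyond a chance division of the arrays, as 1 of 100 splits, the real one, reached 6407 calls (highest other 7) and 1 of 100 reached 4171 at the paper's thresholds (highest other 7). This says nothing on how many of them rose.

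More called probe sets fell than rose, with 42.0% up, against 51.7% over the 12000 probe sets of highest signal and 32.1% without those ending in _x_at or _s_at. With the ACTB ratio as a covariate 40.1% rose, so the excess of falls did not depend on that ratio. This cannot decide on RNA integrity as a whole, as the ratio is that of a single transcript. It was lower in Round5 by a log2 difference of -0.32 (2-sided exact permutation test, p = 0.190), while that of GAPDH differed by 0.05. The authors' scaling cannot be told apart from a real excess of falls, as quantile normalization, which evens out the arrays by construction, gave 52.6%. An offset shared with the spiked-in hybridization controls also stays open: they were lower in Round5 by a log2 difference of -0.49 (14.57 ± 0.44 and 14.08 ± 0.55, SD, n = 5 each, 2-sided exact permutation p = 0.159).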
